# Spatially tunable multiomic sequencing using light-driven combinatorial barcoding of molecules in tissues

**DOI:** 10.1073/pnas.2527896123

**Published:** 2026-05-18

**Authors:** Giorgia Battistoni, Sito Torres-Garcia, Chee Ying Sia, Silvia Corriero, Carla Boquetale, Elena Williams, Anna Cregeen, Karolina Wasilewska, Martina Alini, Nicole Hemmer, IMAXT Cancer Grand Challenge Consortium, Shankar Balasubramanian, Benjamin Czech Nicholson, Gregory J. Hannon, Dario Bressan

**Keywords:** spatial profiling, RNA expression, chromatin accessibility

## Abstract

Mapping the molecular identities and functions of cells within their spatial context is key to understanding the complex interplay within and between tissue neighborhoods. A wide range of methods have recently enabled spatial profiling of cellular anatomical contexts, some offering single-cell resolution. These use different barcoding schemes to encode either the location or the identity of target molecules. However, all these technologies face a trade-off between spatial resolution, depth of profiling, and scalability. Here, we present Barcoding by Activated Linkage of Indexes (BALI), a method that uses light to write combinatorial spatial molecular barcodes directly onto target molecules in situ, enabling multiomic profiling by next generation sequencing. A unique feature of BALI is that the user can define the number, size, shape, and resolution of the spatial locations to be interrogated, with the potential to profile millions of distinct regions with subcellular precision. As a proof of concept, we used BALI to capture the transcriptome, chromatin accessibility, or both simultaneously, from distinct areas of the mouse brain in single tissue sections, demonstrating strong concordance with publicly available datasets. We also developed an integrated instrument that automates combinatorial barcode writing on tissue sections, enabling high-throughput profiling. BALI therefore combines high spatial resolution, high throughput, compatibility with standard histological pipelines, and workflow accessibility to enable tunable spatial multi-omic profiling.

## Significance

Spatial omic technologies profile the molecular make-up of tissues in detail without tissue disruption, producing detailed maps with great potential for basic and applied research. Existing methods share some limitations: an inability to simultaneously profile multiple biomolecule types, high costs and limited scalability to large sample cohorts, and a lack of adaptability across diverse experimental frameworks. We propose a method in which light is used to guide writing of spatial barcodes directly on a wide range of biomolecules, with flexibility in defining the number and size of profiled locations, enabling their parallel high-throughput profiling via DNA sequencing. We believe that this will facilitate large scale application of spatial omics in biology and medicine.

The physical location of a cell and its interaction with its surrounding microenvironment profoundly influence its gene expression, regulatory networks, cell identity, and function. Prime examples are the concerted activation of homeobox genes in response to morphogen gradients in embryonic development (1, 2) or the role of Notch signaling between neighboring cells in controlling embryonic and adult neurogenesis (3) as well as synaptic plasticity (4). Yet, our ability to discover new and more fine-grained examples of spatiotemporal control of biological functions has been limited by the resolution and scope of technologies for deeply profiling the molecular make-up of cells while maintaining spatial information.

The emergence of methods for spatial omics offers the ability to interrogate the identity and function of cells in the context of their local tissue environment. Among many other findings, these technologies contributed to unveiling spatially defined axes of cell differentiation during gut development (5), provided insights into patterns of interactions between maternal and fetal tissues during placental development in early pregnancy (6), and metrics to refine the stratification of cancer patients for improved treatment outcomes (7–9). What was once a technological void is now crowded with solutions that strive to find a balance between the depth at which molecular information is profiled and the resolution of the associated spatial coordinates.

Key to all existing methods is the use of barcodes to either identify target molecules when spatial coordinates are detected by microscopy [e.g., MERFISH (10), SeqFISH (11)/SeqFISH+ (12), StarMAP (13), in situ sequencing (14, 15), FISSEQ (16), ExSeq (17), BARseq (18)] or to encode their spatial coordinates when next generation sequencing is the detection method [e.g., Spatial Transcriptomics (19), Slide-Seq (20)/Slide-SeqV2 (21), Slide-tags (22), HDST (23), Stereo-Seq (24), Pixel-Seq (25), DBiT-seq (26–28), Light-Seq (29)]. The method to assign and decode barcodes defines the characteristics of the technology in question. Optically decoded barcodes offer superior spatial resolution since they preserve tissue histology, yet this comes at the cost of lower measurement depths, as fewer distinct molecules can be profiled simultaneously. On the other hand, nucleic acid barcodes allow an unbiased and broad coverage of gene expression since the target molecules are read-through sequencing, although usually with a coarser spatial resolution due to various technical limitations in the way the barcode is produced and linked to biomolecules. Several techniques adopt a grid-like distribution of spatial barcodes (19–28) that is independent of histological features, posing challenges in accurately capturing the tissue’s structural characteristics. While in some cases the distribution of the barcoded features in the grid can offer subcellular resolution [i.e., HDST (23), Pixel-Seq (25), Stereo-Seq (24)], this comes at the expense of throughput or of the ability to profile large areas of up to many centimeters squared. Furthermore, methods using spatial DNA barcodes do not allow the preselection of regions of interest within the tissue, resulting in sequencing reads being wasted on profiling areas not relevant for the question at hand and further reducing information depth. There are currently few technologies that combine genome- or transcriptome-wide coverage with the fine spatial resolution necessary to profile the molecular phenotype of single cells, and existing approaches do not scale easily to a throughput sufficient to dissect how their interactions within tissue neighborhoods respond to perturbations during development or pathogenesis in large sample cohorts.

The ability to integrate different types of measurements (e.g., mRNA, chromatin, and protein) allows for a more comprehensive characterization of cellular identity and function. Multiomic integration can be achieved either by projecting data collected in parallel from comparable samples onto a reference model (30), or by measurements from the same physical sample (31, 32). A common strategy for accommodating multiomic profiling on a single physical sample is to transform the biochemical diversity of different target biomolecules into a unified chemistry for barcode assignment (33–37). For instance, Share-Seq (32) and DBiT-seq (27, 28) both employ a nucleic acid handle that can be attached to many types of biomolecules to enable subsequent serial ligations to generate a barcode that encodes the cell identity or spatial location, respectively. While these techniques hold promise for capturing spatial multiomic information, they often require custom-made, complex devices or other specialized equipment, limiting their broad accessibility. Moreover, in many cases these workflows do not easily integrate into standard protocols for sample preparation and processing, putting them out of reach for many labs.

To overcome some of the limitations of existing approaches, we developed Barcoding by Activated Linkage of Indexes (BALI), a spatial multiomic sequencing method employing user-defined optical delivery of spatially referenced molecular barcodes directly to target molecules within intact tissues to enable their identification, measurement, and localization by next generation sequencing. To achieve this, a patterned illumination by UV light directs the spatial linkage of barcode subunits by DNA ligase through serial cycles. Each cycle adds short oligonucleotides representing the individual digits of combinatorial barcodes that are appended onto the target molecules. The assignment of spatial barcodes is tunable from millimeters down to micron scale (~5 μm), and it is mostly limited by the technical specifications of the light patterning method. Depending on the complexity in the combinatorial barcode, the number of areas interrogated is similarly scalable, ranging from one up to millions. Our current efficiency of each cycle of ligation is ~86%, which corresponds to an overall ~48% efficiency in encoding a thousand spatial locations. We characterized the efficiency of the ligation-dependent barcode encoding both on solid supports and tissue sections and assessed the resolution of light directed ligation. As a proof of concept, we used BALI to profile the gene expression of two different areas of the embryonic mouse brain and benchmarked it against RNA sequencing after physical dissection by laser capture microdissection (LCM) (38). Additionally, we profiled chromatin accessibility of different areas of the adult mouse brain using a 4-digit barcode, finding strong agreement with publicly available datasets. Last, we combined gene expression profiling and ATAC-seq to obtain a multiomic characterization of two areas of the adult mouse hippocampus. We demonstrated that BALI barcodes can be written with subcellular resolution and high efficiency, theoretically allowing the rapid profiling of thousands of areas. Thus, BALI has the potential to open up new opportunities in spatial biology, offering a histology-aware approach to multiomic profiling of tissues with tunable resolution, throughput, and layering of genomic information.

## Results

### Barcoding by Activated Linkage of Indexes.

At the core of BALI is the use of light to drive sequential ligation of individual oligonucleotide modules to encode combinatorial spatial barcodes directly on intact tissue samples. Initially, tissue sections are placed on conventional histology slides and fixed/permeabilized (Fig. 1*A*). As a first step toward installing the spatial barcodes, a universal ligation root adapter is coupled to target biomolecules in situ. The ligation root is an oligonucleotide with a short (6 nt) single-stranded DNA overhang and a photocaged phosphate at its 5’ end (1-(2-nitro-phenyl)-ethyl based linker) (39). Importantly, this can be installed on target molecules as part of conventional workflows, including reverse transcription and tagmentation, to profile mRNAs and genomic or epigenomic features in a single experiment. Once prepared, the tissue is imaged and segmented into spatial barcode locations of interest, as defined by the user: these can range in size from large tissue regions to subcellular compartments, and in number from few barcodes to millions. Each location is assigned a specific spatial barcode which is then encoded through cycles of illumination and ligation. Upon illumination, the photocleavable linker is released to expose a 5’ phosphate group for ligation to the molecule encoding the subsequent barcode digit with a defined, compatible ligation overhang.

**Fig. 1.**
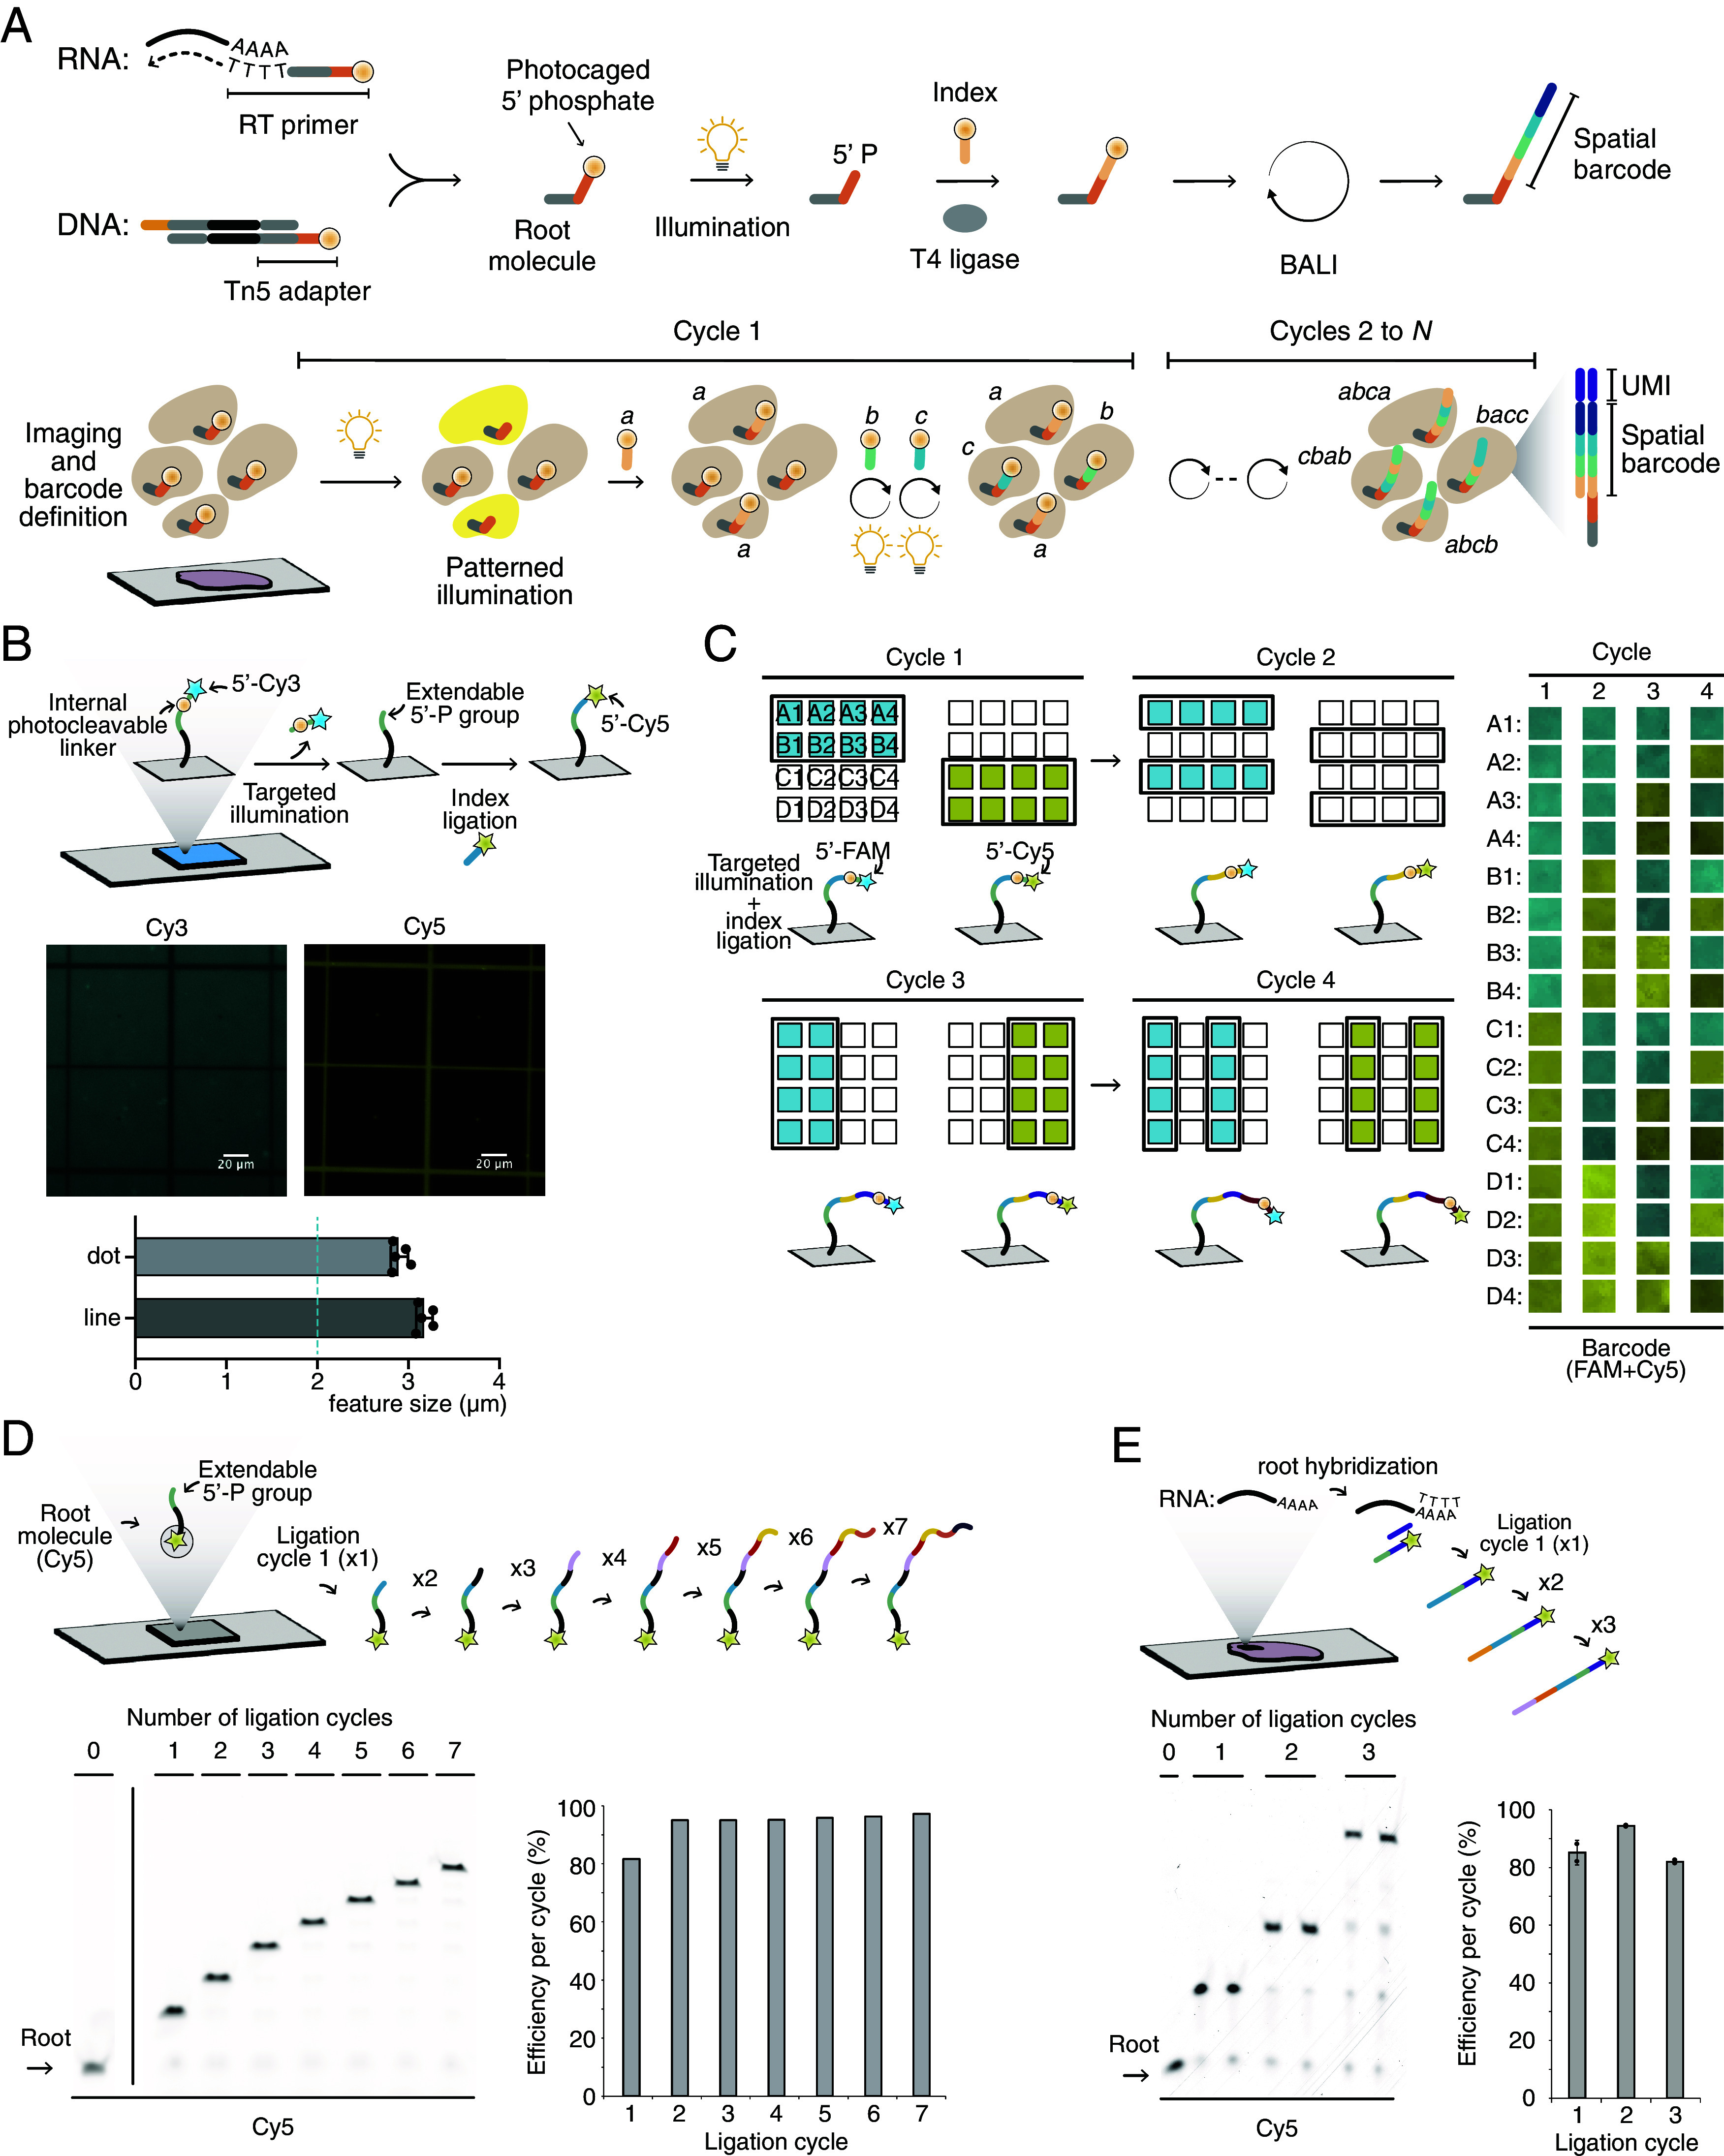
BALI is a technology for spatial-omic profiling that encodes multidigit spatial barcodes to combine high-throughput and high spatial resolution. (*A*) Schematic workflow. Thin tissue sections are placed on glass slides. RT or Tn5 tagmentation are used to couple each target molecule 5’ photocaged ligation root. After imaging, areas of interest are assigned a unique barcode composed by a sequence of DNA “indices,” that are encoded in parallel through rounds of targeted UV illumination and ligation. Each index ligation regenerates an orthogonal caged ligation overhang, allowing cyclic combinatorial barcoding. The barcoded molecules are extracted, amplified, and sequenced. Bioinformatic processing can map each molecule on the genome or transcriptome and in physical space. (*B*) Quantification of BALI barcoding resolution on a solid surface. A schematic of the experimental set up and images of spatially resolved ligation. A slide was covalently functionalized with root oligos blocked by a Cy3 fluorescent photocage. Upon UV illumination, uncaging produced a free 5’P, which was then ligated to a Cy5-fluorescent index. The images show the signal of the anchored oligos (Cy3, *Left*) and ligated cassette (Cy5, *Right*). The bar chart on the *Bottom* shows the measured width (FWHM) across the thin lines of the grid or the central dot (2 μm theoretical size). N = 5, error bars are SD. (*C*) Fluorescent barcodes encoded on a solid surface though four cycles/two indexes. A: schematic of the protocol (*Left*). Root oligos with a photocaged 5’P were attached to a slide as above. Subsequent combinatorial cycles of uncaging and ligation with fluorescent photocaged indices (FAM or Cy5) were used to produce all possible combinations (4 digits ^ 2 variants = 16). Imaging was performed after each cycle and is displayed (panel the *Right*) for all the 16 areas (rows) and cycles (columns). (*D*) Quantification of sequential ligations on Sepharose beads. A schematic of the protocol (*Top*): an oligo featuring a 5’P and 3’Cy5 was annealed to a complementary oligo immobilized on Sepharose beads. The fluorescent oligo was extended through multiple (n = 7) cycles of ligation with DNA indexes. The efficiency of each ligation step was measured by densitometry of the Cy5 signal on a denaturing polyacrylamide gel (*Bottom*). (*E*) Quantification of sequential ligations on thin tissue sections (mouse liver). Schematic of the protocol (*Top*): poly-A mRNA transcripts in thin tissue sections were detected by hybridization with a poly-dT tailed oligonucleotide. This served as molecular docking for a fluorescent ligation root. The root was extended through multiple (n = 3) cycles of in situ ligations. The efficiency of each ligation step was measured by densitometry of the Cy5 signal on a polyacrylamide denaturing gel (*Bottom*). Error bars represent the SD of two replicates. All images are in false colors and color-blind friendly.

By providing different variant DNA molecules for each digit and using light to control in which region each is installed, it is possible to write complex barcodes combinatorially. The length and complexity of the barcode is determined by the desired number of spatial regions that will be distinguished in each sample. The total number of theoretically possible barcodes is defined as *i^N^*, where *i* represents the number of different identities for each digit of the barcode (also referred to as the barcode’s base), and *N* represents the number of digits in the barcode. For example, a 10-digit barcode with four different values for each digit is sufficient to identify ~ 1 million (4^10^) distinct spatial regions. The base or the number of digits can be further increased to implement codes with error detection and error correction.

During each cycle, all the spatial locations assigned to the same value *i* for the digit *n* to be encoded are illuminated to make their physical spatial barcode molecule extendable (Movie S1). A ligation event appends the index molecule encoding value *i* and regenerates a ligation overhang with a photocleavable cage to the 5’ phosphate, available for writing the following digit. Cycles are repeated to encode all the different values for digit *n* of the spatial barcodes, before moving to following digit and so forth, until the barcode is fully assembled, and all the spatial locations receive a unique DNA identifier with *N* digits. Indexes in the last cycle append a Unique Molecular Identifier (UMI) and an additional primer annealing sequence for PCR amplification. The resulting libraries are prepared and analyzed via sequencing by synthesis with standard 300 cycle reagents (*SI Appendix*, Fig. S1*A*): read-1 (100 bp) is used to map the molecule on either the transcriptome (RNA) or genome (chromatin), whereas read-2 (200 bp) decodes the spatial barcode.

Each digit of the barcode is encoded by a staggered dsDNA molecule, here defined as an “index,” with a specific DNA sequence that is different for each digit value (*SI Appendix*, Fig. S1*B*). The indices are flanked by two orthogonal single strand ligation overhangs on both 5’ ends, each with a different sequence and length (6 or 7 nt). On the strand that extends the ligation root, the ligation overhang includes a photocaged 5’ phosphate.

As a proof of concept, we functionalized a glass slide with a ligation root oligonucleotide carrying a Cy3 fluorophore on its photocaged 5’ phosphate. We illuminated the slide with a grid-like light pattern by a digital micromirror device (DMD) attached to a 405 nm LED. The pattern included sharp lines and dots with a width of 1 pixel, corresponding to a 2 μm theoretical width in the image plane. Illumination resulted in cleavage of the photocage and release of Cy3, as evidenced by the reduction of Cy3 signal in illuminated regions. The removal of Cy3 exposed the 5’ phosphate, which we then used as a substrate for ligation with a short Cy5-labeled dsDNA molecule to mimic the addition of the first digit of a barcode. Both uncaging and ligation were strictly confined to the illuminated areas (Fig. 1*B*), with a calculated level of background uncaging (as measured by the ratio of signals between positive and negative areas) of 1.8%. We determined the ligation resolution by measuring the signal intensity across either lines or dots. The results indicated an actual resolution of ~3 μm, compatible with subcellular measurements. In a separate experiment, we uncaged two separate shapes using the 405 nm diode laser of a commercial confocal microscope at full power. The relative signal of Cy3 and Cy5 was dependent on the amount of light received (*SI Appendix*, Fig. S2), and again we were able to measure a resolution equal or better than 5 μm by measuring a sharp corner of the illumination mask. These results indicate that ligation can be controlled with high spatial resolution in situ.

### Optimal Design of Ligation Overhangs.

In order to optimize the design of our indices, we investigated the dependency of the activity of T4 DNA ligase on the structure of the DNA ends to be adjoined. First, we optimized the length of the overhangs to balance the requirements for strong annealing during ligation while minimizing off-target binding, something often observed with long single-stranded DNA molecules. Across different experimental conditions compatible with BALI, we found that the optimal length for the ligation overhangs was between 6 and 7 nucleotides.

Second, we assessed the sequence dependency of T4 DNA ligase activity. We had observed significant differences in the efficiency of ligation for different overhang sequences, independently of the overhang length and conditions of ligation. Such dependency had been previously described for shorter sticky ends (4 nt) (40), and thus we resolved to expand this analysis to overhangs 6- and 7-nucleotides long. To this end, we screened two individual libraries covering all possible 6-mer and 7-mer overhang sequences to identify those that were able to drive the highest ligation rates in solution (*SI Appendix*, Fig. S3*A*). The screen showed an inverse correlation between the GC content of the ligation overhang and the activity of T4 DNA ligase (*SI Appendix*, Fig. S3*B*). The top 10 hits from each library (GC content > 30%) were individually validated both in solution and in situ for their ability to drive efficient ligation. The validation confirmed the overall ranking of our screening results (*SI Appendix*, Fig. S3 *C* and *D*). Furthermore, we assessed the fidelity of ligation for the top scoring candidates by ensuring no cross-reactivity between different overhangs. This was particularly relevant to avoid the formation of concatemers from the same indices. The top scoring 6-mer and 7-mer sequences were selected as alternating ligation overhangs.

### Efficiency of Barcode Encoding by Iterative Ligation.

Combinatorial barcode encoding by serial ligation is key to the high-throughput nature of BALI. As an initial proof-of-concept of this, we tested whether we could write a 4-digit fluorescent code, in which each digit could have two possible identities (Fig. 1*C* and Movie S2). A 5’ photocaged ligation root was functionalized on a glass slide and subjected to serial cycles of illumination and ligation to extend a DNA barcode. Each alternative index molecule, here defined “A” or “‘B,” carried a different 5’ terminal fluorophore (FAM or Cy3). This allowed us to track the addition (and subsequent uncaging) of index molecules visually. All 16 barcodes could be successfully encoded, as shown in Fig. 1*C*.

The fraction of complete barcodes produced in a BALI experiment depends exponentially on the ligation efficiency of each cycle (*SI Appendix*, Fig. S4*A*). Therefore, high ligation efficiency in every cycle is critical. To measure the individual and cumulative efficiency of barcode writing in our system, we encoded a 7-digit barcode on oligonucleotide-functionalized Sepharose beads (Fig. 1*D*). First, the beads were hybridized to a ligation root consisting of a 5’ phosphate and a 3’ terminal Cy5 fluorophore, which was used to identify the molecules on an acrylamide gel. The efficiency of each ligation cycle was measured by densitometry of the bands at each iteration, while the cumulative efficiency was measured as the product of all the previous cycles. After seven cycles, the cumulative efficiency of ligation was 60.6% with each individual cycle ranging between 81.4% (cycle 1) and >94.8% (cycle 2 through 7). The lower efficiency in cycle 1 was consistent across replicates, which may indicate difficulty in performing ligations in proximity to the bead surface. We also performed a similar experiment to measure the efficiency of barcode ligation in fresh frozen tissue sections from the adult mouse liver following a mild fixation in 0.5% paraformaldehyde (PFA) for 5 min (conditions compatible with both RNA and chromatin accessibility profiling) (Fig. 1*E*). In this case, the fluorescent ligation root was hybridized to a poly-dT oligonucleotide primed on poly-A tails of cellular mRNAs, and we tested three cycles of ligation. The efficiency of ligation was consistently above 80% for all three ligation cycles in each replicate (ranging from 80.6 to 93.8%), with a measured cumulative efficiency of 64.8%. Finally, we investigated whether different fixation conditions or the addition of additives such as bovine serum albumin (BSA) or Triton X-100 to the ligation mix could change ligation efficiency on tissue. Results indicated that ligation efficiency is consistent in the 85 to 90% range with fixation up to 4% PFA for 15 min and addition 4% final BSA (*SI Appendix*, Fig. S5 *A* and *B*).

These efficiencies can be extrapolated to a forecasted efficiency of 48.0% for a 5-digit barcode or 23.1% for a 10-digit barcode, which would label a thousand or million locations, respectively (*SI Appendix*, Fig. S4*B*). BALI is therefore able to encode multidigit spatial barcodes on both solid supports and biological tissue samples to label a large number of areas with high efficiency.

### Spatial RNA Profiling of Mouse Embryonic Brain Regions during Neurogenesis.

One of the fundamental attributes of BALI is its ability to tailor both the quantity and arrangement of the spatial profiling regions according to experimental requirements. The significance of this adaptability is twofold: First, it optimizes sequencing costs by focusing exclusively on relevant locations and, second, it adopts a histology-driven approach to spatial definition, ultimately allowing high-throughput profiling of meaningful locations rather than arbitrary coordinates.

To demonstrate an end-to-end BALI workflow for spatial transcriptomic profiling, we applied the technique to two functionally and anatomically distinct areas of the mouse embryonic brain: the subventricular zone (SVZ) and the developing cortex (Fig. 2 *A* and *B*). In this experiment, the ligation root was introduced during in situ reverse transcription and template switching using a dedicated reverse transcription primer that consisted of a poly-T region at the 3’ end for priming on the poly-A tail of mRNAs, and a photocaged ligation root overhang at the 5’ end. Targeted UV illumination of the SVZ released the photocage from the 5’ phosphate selectively from the cDNA molecules within that region. These molecules were then ligated with an index consisting of a short, staggered dsDNA molecule harboring a defined sequence. The same process was repeated on the cortical region to ligate a second index, producing a simple 1-digit barcode on each region. After ligation of the spatial barcodes, cDNA was purified from the lysed sections and PCR amplified with dedicated primers to generate libraries compatible with Illumina sequencing.

**Fig. 2.**
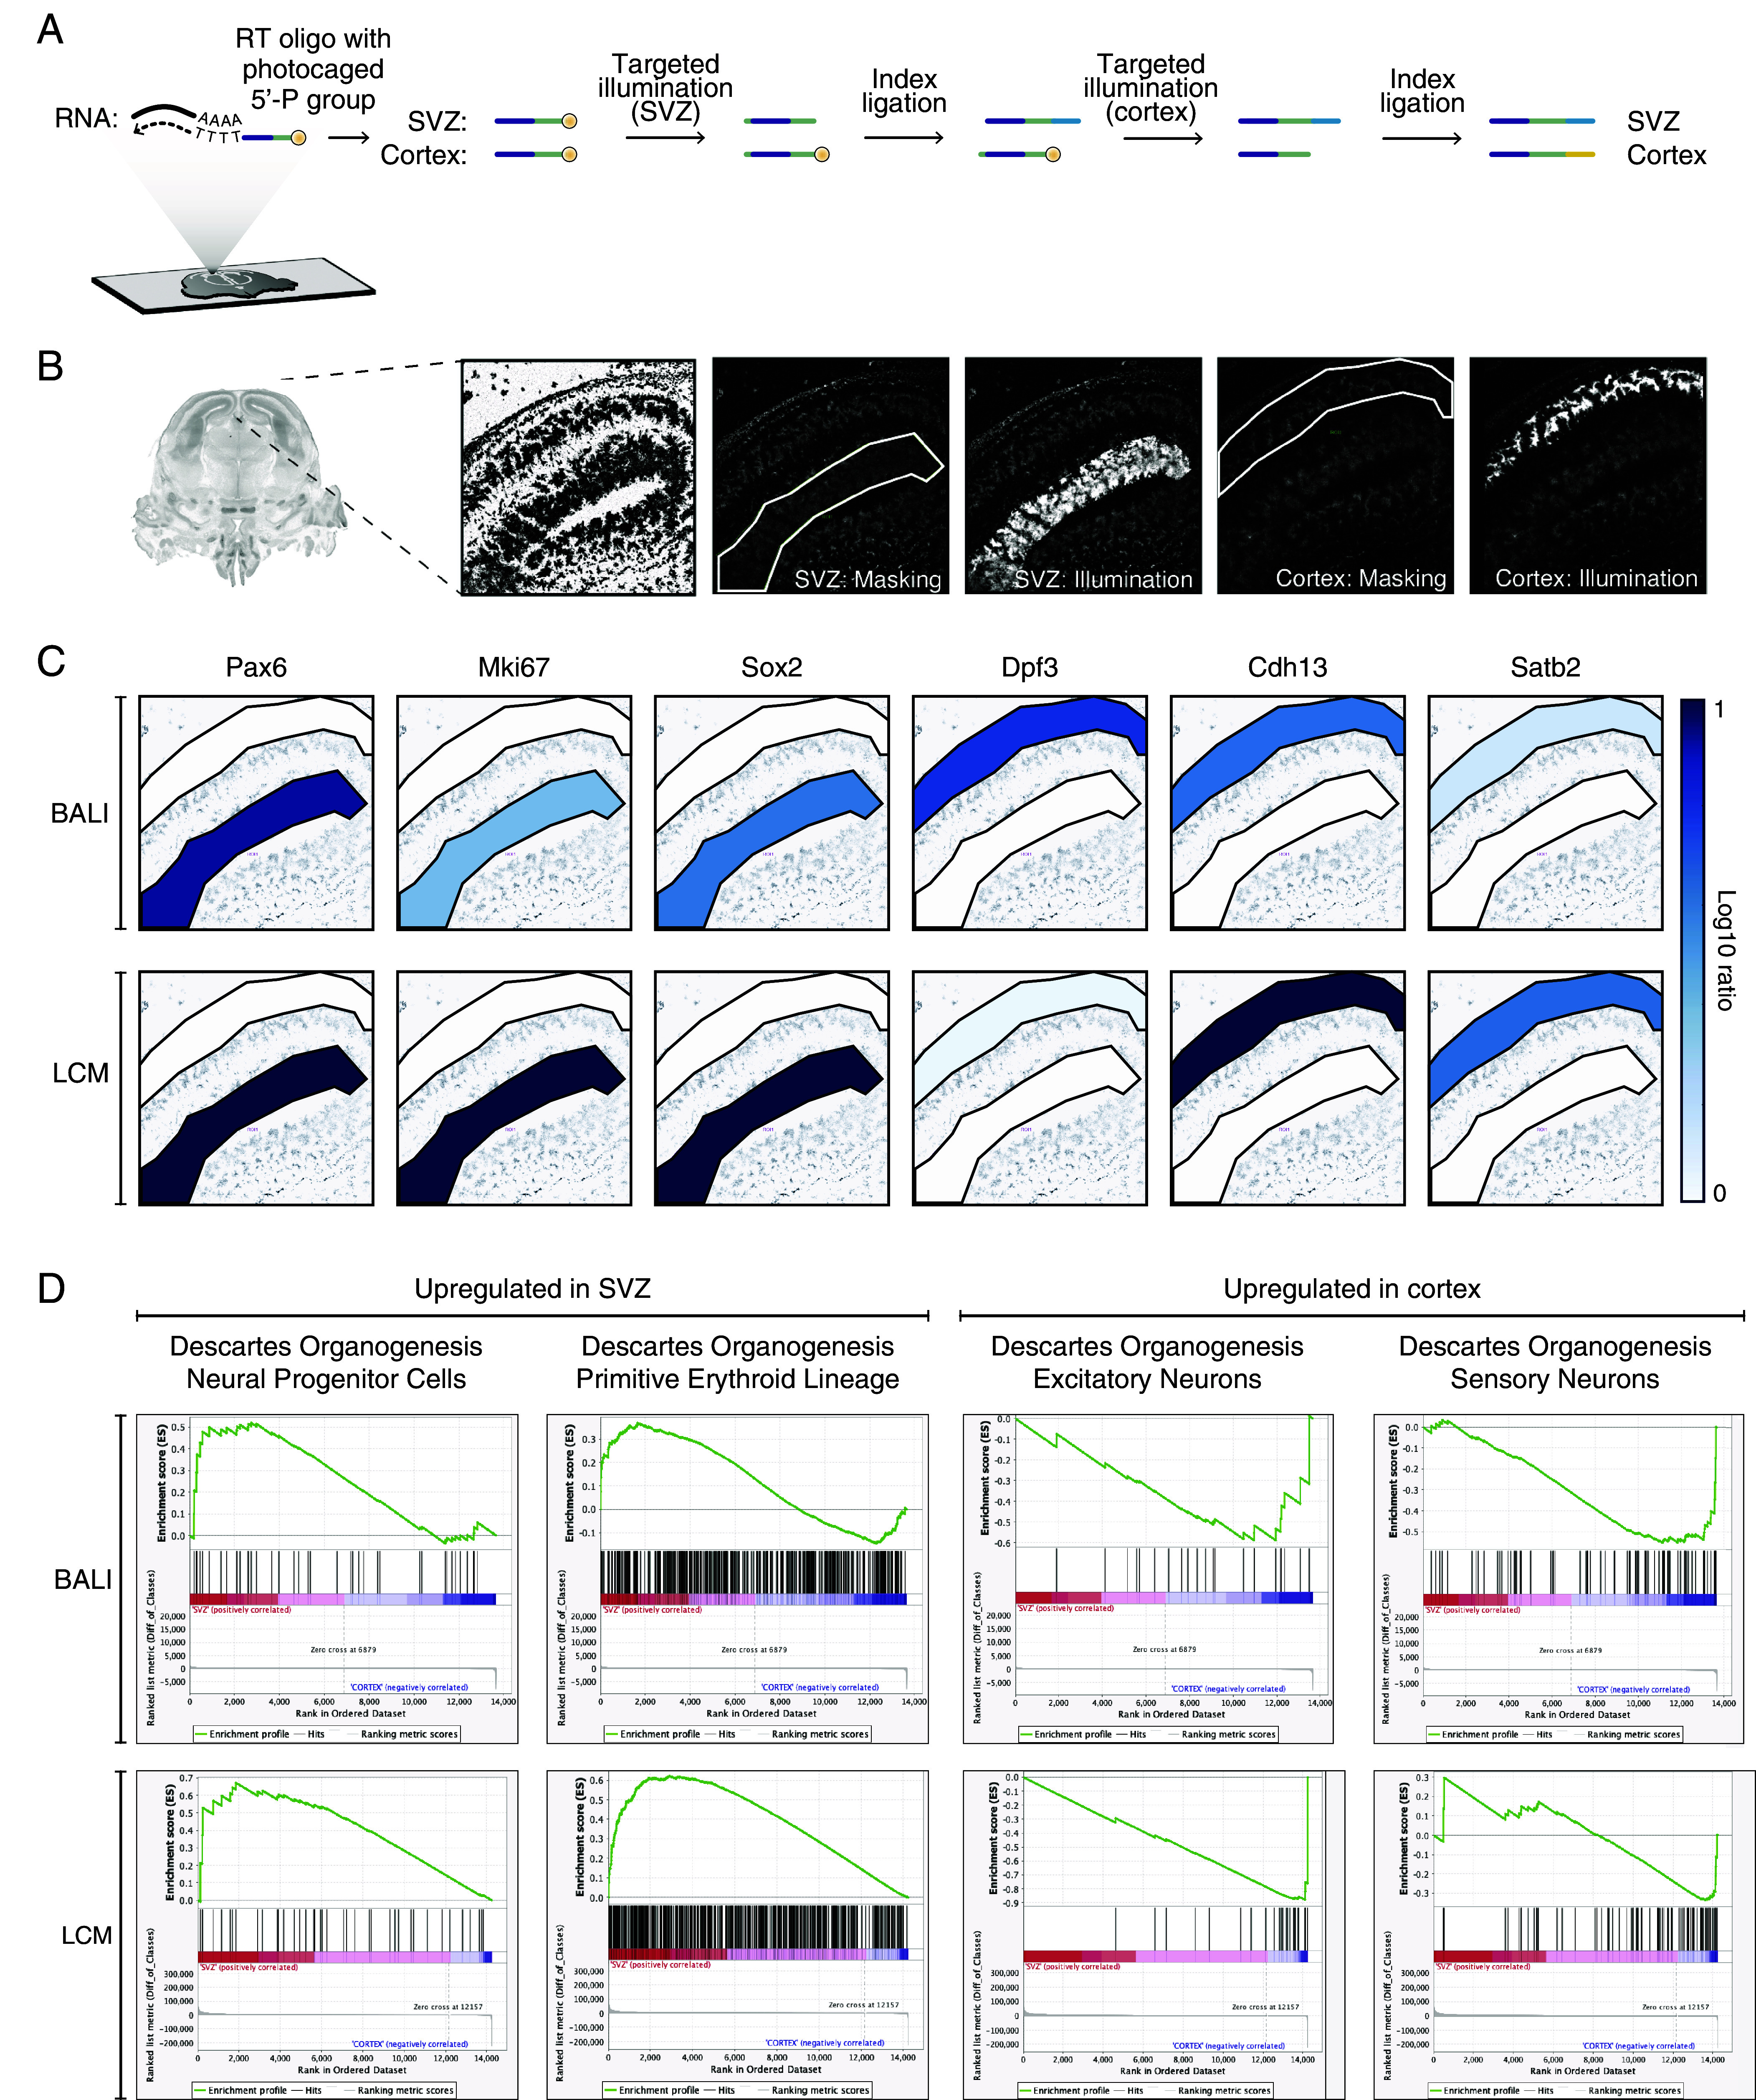
Gene expression profiling of two functional areas of the embryonic mouse brain. (*A*) Schematic workflow. Tissue sections from fresh frozen embryonic day 16.5 mouse brains were placed on microscopy glass slides, fixed, and permeabilized. In situ RT and template switching were performed with an RT including a 5’ terminal overhang (green) ending with a photocaged 5’P (yellow circle). The subventricular zone (SVZ) and cortex of both hemispheres were sequentially UV illuminated to release the photocage and ligated with two different DNA indexes (A:yellow/B:blue). (*B*) Representative microscopy images for the tissue during uncaging. The coronal full section overview is from the Allen Brain Atlas for E16.5 mouse embryonic brains (41). The close-up panels are from our samples (one hemisphere only). The first panel shows the nuclear stain from Draq-5. The following panels show the illumination masks (white outline), and the resulting UV excitation. (*C*) Gene expression of a curated list of markers: expression levels of three marker genes known to be upregulated in the SVZ (*Left*) and cortex (*Right*) are shown in a scale of blue (log10 ratio) over the relevant illumination masks. *Top* and *Bottom* rows represent the expression levels as measured with BALI and LCM (followed by bulk RNA-seq) respectively. (*D*) Gene Set Enrichment Analysis. GSEA outputs for four gene sets from the Descartes gene signature collection (42) in the SVZ (*Left*) or cortex (*Right*) using the expression levels measured with BALI (*Top* row) and LCM (with RNA-seq, *Bottom* row), respectively.

Next, we investigated the expression of a curated panel of marker genes and confirmed the enrichment of cDNAs associated with neural progenitors in the SVZ (e.g., Pax6, Mki67, Sox2) and differentiating neurons in the cortex (e.g., Dpf3, Cdh13, Satb2) (Fig. 2*C*). In addition, Gene Set Enrichment Analysis (GSEA) revealed enrichment of biologically relevant signatures from the Descartes gene signature collection (42), such as “neural progenitor cells” and “primitive erythroid lineage” in the SVZ, and “excitatory neurons” and “sensory neurons” in the developing cortex (Fig. 2*D*).

To benchmark the results obtained with BALI, we performed Laser Capture Microdissection (LCM) followed by bulk RNA-seq on the same brain regions from an adjacent slide. The results from LCM closely matched those obtained with BALI, both in terms of individual marker genes and GSEA outcomes (Fig. 2 *C* and *D*). Therefore, we show that BALI accurately captures the transcriptional profiles of specific spatial regions and yields results consistent with traditional methods such as bulk RNA-seq on physically dissected tissue.

### Spatial Chromatin Accessibility Profiling of the Mouse Adult Brain.

To expand the portfolio of information accessible through BALI, we applied our method to profile chromatin accessibility within the adult mouse brain. This was achieved by combining in situ Tn5 tagmentation with BALI’s iterative cycles of ligation/illumination on two distinct brain regions: the dentate gyrus and the cortex (Fig. 3 *A* and *B*). In this experiment, the design of the ligation root was slightly modified. A directly accessible 5’ phosphorylated ligation overhang was appended to one of the two adapter oligonucleotides loaded into Tn5, without any photocleavable group present at this step. We introduced this modification to streamline the preprocessing of the tissue, eliminating the need for light-protected conditions during tissue preparation. To thoroughly assess the protocol’s compatibility with multidigit spatial barcodes, a unique 4-digit barcode was assigned to each region. After tagmentation, the first ligation introduced a first shared barcode and an orthogonal ligation 5’ overhang featuring a photocaged 5’ end to all fragments across the tissue. Subsequently, two cycles of bulk illumination and ligation appended the second and third digits of the longer spatial barcode. The fourth digit was then ligated upon targeted illumination to either the dentate gyrus or the cortex.

**Fig. 3.**
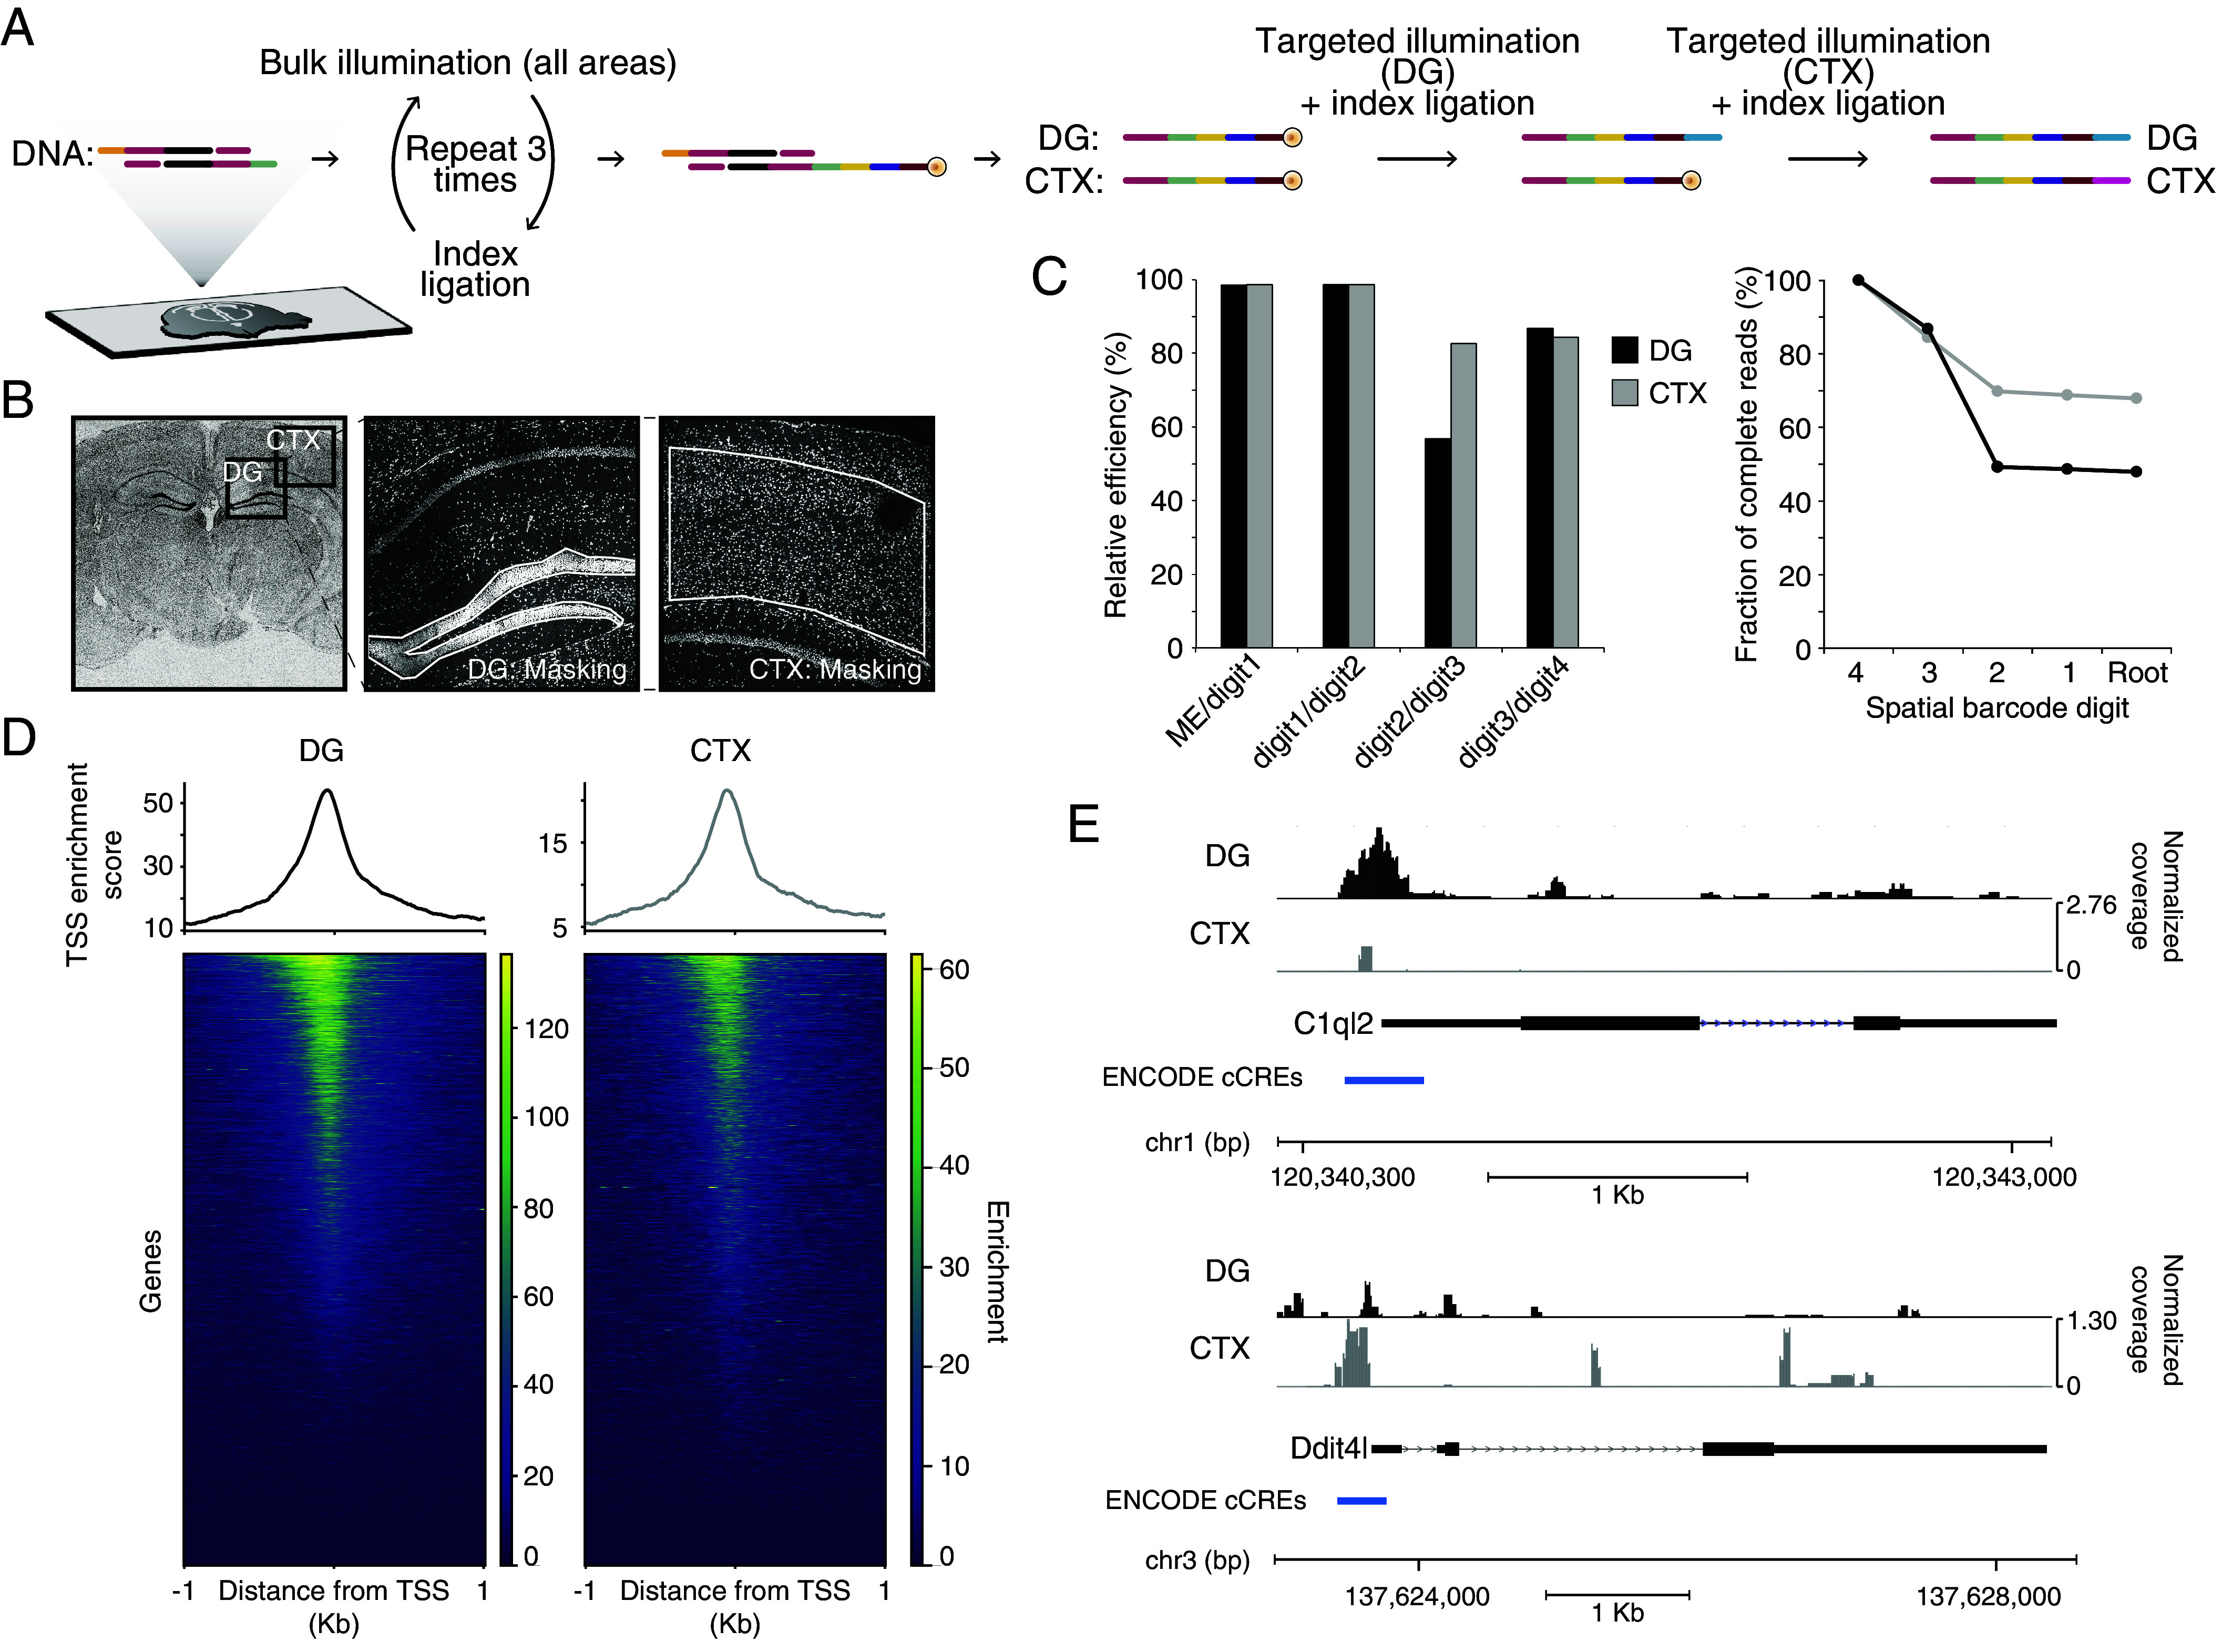
Chromatin accessibility profiling in two areas in the adult mouse brain. (*A*) Schematic workflow. tissue sections from fresh frozen adult mouse brains were placed on glass slides, fixed, and permeabilized. In situ tagmentation with custom adapters was performed targeting accessible chromatin, producing fragments bearing a conventional A-adapter sequence (yellow) (43) and a 5’P overhang (green). Three rounds of ligation and whole-slide illumination extended the root with three different indexes (yellow, purple, magenta) to encode the first, second, and third digits of a 4-digit spatial barcodes, with the last ligation producing a photocaged 5’P. The dentate gyrus (DG) and a region of the adjacent cortex (CTX) were sequentially illuminated and ligated with area specific indices (blue and orange). (*B*) Representative microscopy images of the tissue during uncaging (Draq5 stain). A coronal full section overview of the tissue section, with annotation of the fields of view for uncaging. The close-up panels indicate the illumination masks (white outline). (*C*) Efficiency of ligation for the multidigit barcode for each area. Fractions of full-length barcodes detected are shown as relative percentages for each individual digit (bar plot, *Left*) and cumulative rates (line plot, *Right*). Black refers to the DG, gray to the CTX. (*D*) Enrichment at transcriptional start sites (TSS). The data are shown as cumulative plots (*Top*) and heatmaps for individually ranked TSSs (*Bottom*), for the DG (*Left*), and CTX (*Right*). The graph shown refers to 1 kb upstream and downstream of the TSS. Scales are adjusted for each area. (*E*) Representative coverage plots showing differential chromatin accessibility across two genomic loci. Accessibility for the DG and CTX are shown separately for C1ql2 and Ddit4l. Gene annotations (RefSeq) and promoter annotations [blue, ENCODE cCRE (44)] are shown below.

Next, we lysed the samples to extract the tagmented fragments and generated libraries for sequencing via PCR amplification with dedicated primer sequences. The frequency of spatial reads that included the Mosaic End sequence and a complete barcode was 47.9% and 66.9% for the dentate gyrus and cortex, respectively (Fig. 3*C*). Furthermore, we investigated the rate of occurrence of incomplete barcodes, such as those lacking one or more digits due to failures in intermediate ligations. Given the alternate pattern of ligation overhangs across digits, the most abundant incomplete barcodes were 2-digit barcodes, consisting of digits 3-4 or 1-4, which derived from failures of either the first or second ligation, respectively. Notably, failures in the first ligation were 15 to 30× more frequent than in the second ligation, recapitulating our prior observations on Sepharose beads.

The quality of our ATAC-seq datasets was assessed across a range of different metrics. We obtained a fraction of reads in called peak regions (FRiP score) of 0.48 ± 0.03, a TSS enrichment score of 24.05 ± 5.01 and a percentage of reads mapping in mitochondrial genes of 6.44% ± 1.04%. These values were all within the range of the data standards set by the ENCODE consortium (45) and were comparable to those reported for DBiT-seq in brain tissue (46). The enrichment of fragments in proximity to transcription start sites (TSS) (Fig. 3*D*) showed a skewed distribution immediately preceding the TSS, consistent with open chromatin in promoter regions. Notably, we could detect differential chromatin accessibility in the dentate gyrus and in the cortex. In particular, the promoter region of C1ql2 has been previously shown to be a marker locus for the dentate gyrus in a single-cell ATAC-seq atlas of manually dissected brain regions (47). Our data show a similar chromatin accessibility profile that is specific for the dentate gyrus (Fig. 3*E*). We also investigated the promoter and enhancer regions of genes that are differentially expressed in the cortex and dentate gyrus based on the Allen Brain Atlas IHC dataset (48). Consistent with the known gene expression levels, we detected increased chromatin accessibility at Prox1 and Lhfpl2 loci in the dentate gyrus (*SI Appendix*, Fig. S6 *A* and *B*). Similarly, Pamr1 and Ddit4l loci exhibited higher accessibility in the cortex (Fig. 3*E* and *SI Appendix*, Fig. S6*C*). The peaks of accessibility overlapped with promoters and proximal or distal enhancer regions as defined by the modENCODE consortium (44), emphasizing the accuracy of the chromatin accessibility profiles we could obtain from this BALI-ATAC workflow. These data underscore the ability of BALI to profile chromatin accessibility across multiple spatial locations in intact tissues with a histology-driven approach.

### Spatial Multiomic Characterization of the Adult Mouse Hippocampus.

To ask whether BALI could perform spatial multiomics, we next attempted to profile simultaneously the transcriptional and chromatin landscape across two distinct regions of the adult mouse hippocampus in thin tissue sections. 

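For the RNA side of this experiment, 3 coronal sections of fresh frozen adult mouse brain were profiled. In each section the dentate gyrus (DG) and the CA1 were illuminated and ligated with their own index. The cDNA of a section was amplified together, and its reads were split by barcode into DG and CA1 counts. Each of these 6 sets of counts is called a library here. The DG and CA1 libraries of a section share the same preparation and are therefore paired by section. The paper gives the age of the adult animals as 8 to 12 months, whereas the sample labels give 12 weeks. The chromatin accessibility libraries of the 3 sections were not analysed here. To make the counts, the authors assigned reads to a region by the full 4-digit BALI barcode or by a barcode fragment that held positions 3 and 4 and the end adapter, mapped read 1 to mm10 with STAR, assigned it to genes with featureCounts under default options, which ignore the strand, and collapsed reads of a gene that carried the same UMI. The authors deposited the counts of 7507 genes in each library, their CPM (each count over the total of the library's deposited counts, times 1000000) and the fold and log10 ratios of the DG over the CA1. In the deposited counts 1 is added to every gene in every library: no value is 0, no gene is at 1 in all 6 libraries, and 2458 genes hold exactly 1 UMI over all libraries once the addition is removed. Without it, the DG libraries of sections 1, 2 and 3 held 17999, 4572 and 6298 gene-assigned UMIs, with a median of 6298, and the CA1 libraries held 9357, 2844 and 4865, with a median of 4865. The DG library was deeper than the CA1 library in every section, by 1.92, 1.61 and 1.29 times. The added counts make up 29.4%, 62.1% and 54.4% of the deposited total in the DG libraries and 44.5%, 72.5% and 60.7% in the CA1 libraries. The ratios of Fig. 4C were computed from the deposited counts, as the authors did, and so were the exact permutation tests of these genes. Fisher's exact tests and the tests across all genes were run on the UMIs. A limit of 3 UMIs, the most that a count of 0 allows, corresponds to between 166.7 CPM in the DG library of section 1 and 1055 CPM in the CA1 library of section 2, so that genes below this level could not be compared in single libraries. These limits cover counting error only.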

Combining the transcriptome and chromatin profiling workflows explored above on the same tissue section, we first performed an in situ chromatin tagmentation step to install ligation roots on open chromatin, immediately followed by in situ reverse transcription and template switching to incorporate primers encoding the same ligation root in cDNA derived from polyA mRNAs (Fig. 4*A*).

**Fig. 4.**
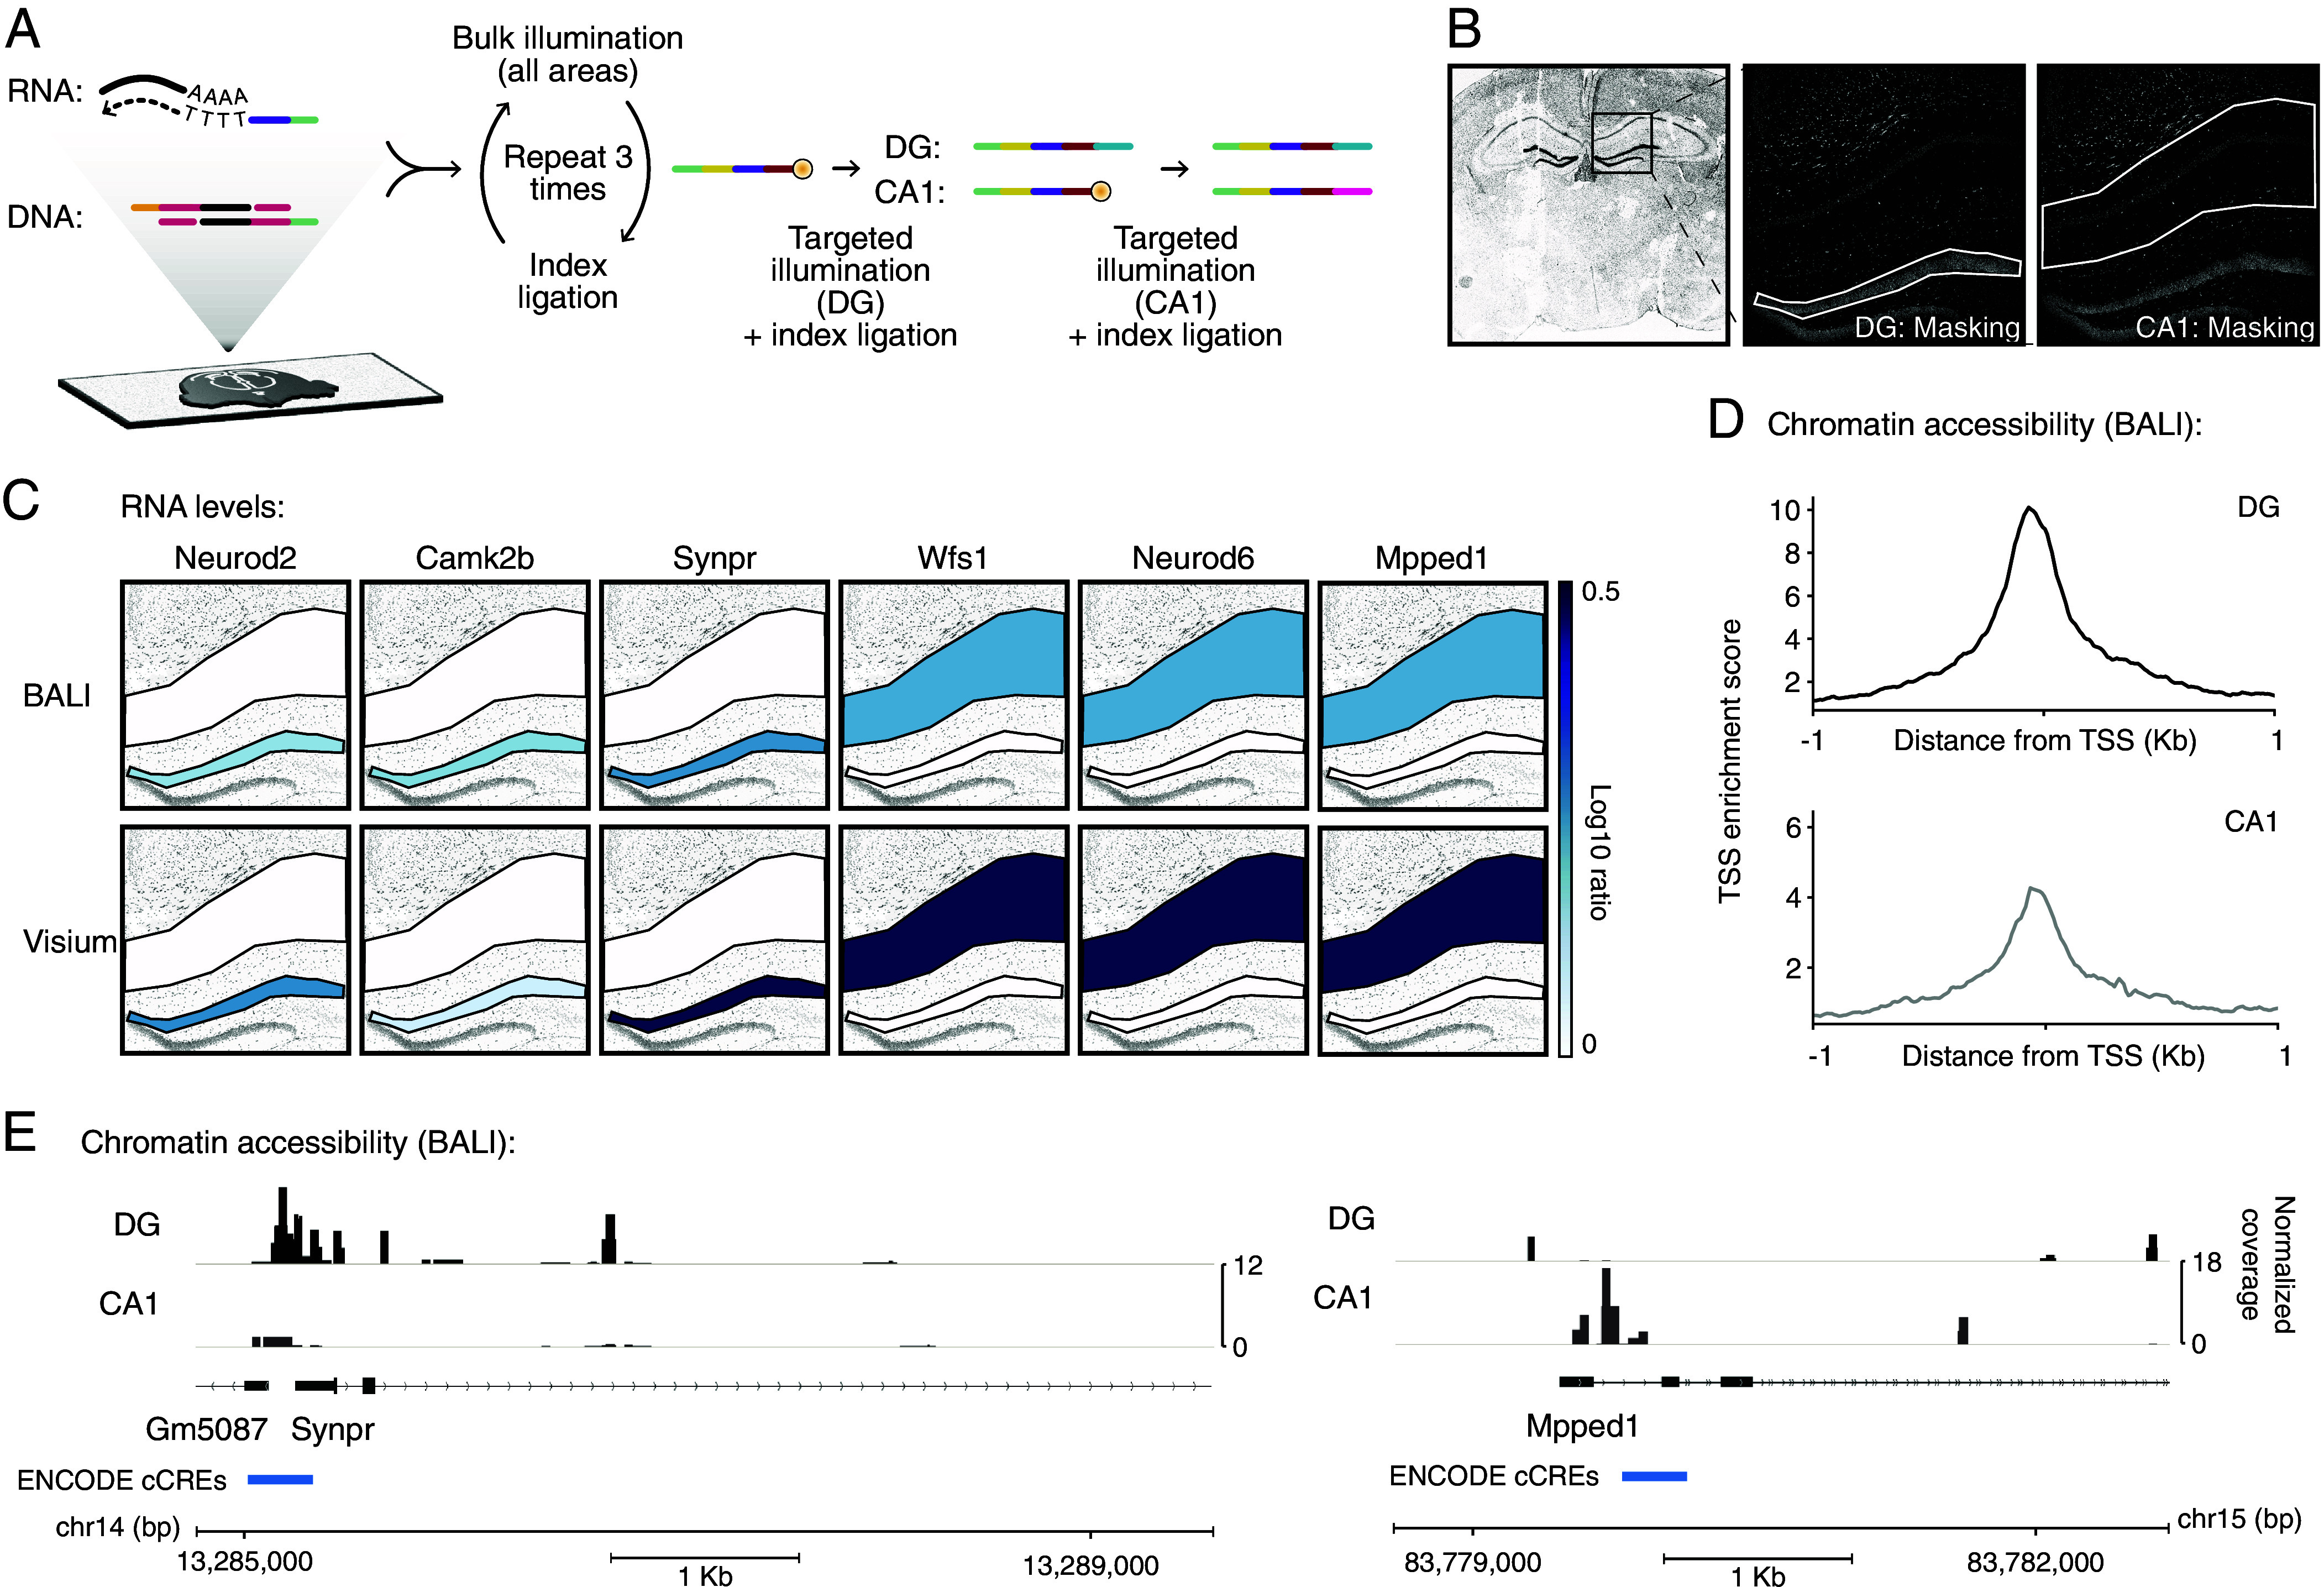
Multiomic profiling of gene expression and chromatin accessibility in the adult mouse hippocampus. (*A*) Schematic workflow. tissue sections from fresh frozen adult mouse brains were placed on glass slides, fixed, and permeabilized. In situ RT and template switching followed by Tn5 tagmentation with custom oligos were used to label the tissue mRNAs and accessible chromatin with the same BALI ligation root featuring a 5’P overhang (green). Three rounds of ligation and whole-slide illumination extended the root with three different indexes (yellow, purple, magenta) to encode the first, second, and third digits of a 4-digit spatial barcodes, with the last ligation producing a photocaged 5’P. The Dentate Gyrus (DG) and the CA1 hippocampal region (CA1) were sequentially illuminated and ligated with area specific indices (blue and orange). (*B*) Representative microscopy images for the tissue during uncaging (Draq5 stain). A coronal full section overview of the tissue section, with annotation of the field of view for uncaging (overlaid box). The close-up panels identify the illumination masks (white outline). (*C*) Gene expression of a curated list of markers. expression levels of three marker genes known to be upregulated in the DG (*Left*) and CA1 (*Right*) are shown in a scale of blue (log_10_ ratio) over the relevant illumination masks. *Top* row: BALI. *Bottom* row: results obtained from pseudobulking a previously published 10× Visium Dataset (49). (*D*) Enrichment at transcriptional start sites (TSS). The data are shown as cumulative plots (*Top*) for the DG (*Left*, black) and CA1 (*Right*, gray). The graph shown refers to 1 kb upstream and downstream of the TSS. Scales are adjusted for each area. (*E*) Representative coverage plots showing differential chromatin accessibility across two genomic loci, Synpr and Mpped1. Accessibility for the DG and CA1 are shown separately for each gene in black and gray, respectively. Gene annotations (RefSeq) and promoter annotations [blue, ENCODE cCRE (44)] are shown below.

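Across the 7507 genes, 3245 (43.2%) had a log10 ratio above 0 and 4262 below 0, and the 5th and 95th percentiles were -0.287 and 0.257 in a range from -0.644 to 0.650. A ratio at least as high as that of Neurod2 was found for 832 genes (11.1%), of Camk2b for 715 (9.52%) and of Synpr for 261 (3.48%). A ratio at least as low as that of Wfs1 and Neurod6 was found for 510 genes (6.79%) and of Mpped1 for 322 (4.29%). The counts of Wfs1 and Neurod6 in the 6 libraries were shared by 73 genes, these 2 included.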

Following tagmentation and reverse transcription, we performed iterative cycles of ligation and illumination to encode the appropriate spatial barcodes in either the dentate gyrus or the CA1 region of the hippocampus, with the same encoding scheme as described for our ATAC-seq experiment (Fig. 4 *A* and *B*). After sequencing, we were able to detect overexpression of Neurod2, Camk2b, and Synpr in the dentate gyrus and Wfs1, Neurod6, and Mpped1 in the CA1 (Fig. 4*C*), in line with publicly available data profiled with combined 10X Visium and scATACseq (49) (*SI Appendix*, Figs. S7 and S8). 

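The 6 genes were compared by the CPM of each library from the deposited counts, averaged over the 3 sections, and by the log10 ratio of the DG over the CA1. Neurod2 (mm10, chromosome 11, 98325415 to 98329645, minus strand), which encodes a neuronal transcription factor, was at 422 ± 150.1 CPM in the DG and 283 ± 43.4 CPM in the CA1 (SD, n = 3 sections), a log10 ratio of 0.173. Its UMIs were 12, 2 and 6 in the DG and 3, 2 and 3 in the CA1, and the ratio was above 0 in 2 of 3 sections with an SD of 0.203 between sections, so the difference was within the spread. Camk2b (chromosome 11, 5969629 to 6066357, minus strand), a subunit of a calcium-dependent kinase, was at 1116 ± 258 CPM in the DG and 718 ± 98.5 CPM in the CA1, a log10 ratio of 0.192. With 35, 11 and 12 UMIs in the DG and 13, 6 and 7 in the CA1 it was higher in the DG in 3 of 3 sections. The exact permutation test on log2 CPM, two-sided, gave p = 0.1, the smallest that 3 libraries against 3 allow. The difference was larger than the SD of 0.0378 between sections, but an SD from 3 sections is itself uncertain. Fisher's exact test on the summed UMIs of Camk2b, two-sided, gave p = 0.260. The exact interval of the odds ratio, 0.817 to 2.18, includes 1, so counting error alone allows an equal level in both regions. On the UMIs alone the exact permutation p of Camk2b was 0.3 and its log10 ratio 0.103, an alternative chosen after seeing the data. Of the alternatives, thinning all libraries to the smallest moved the ratio of Camk2b furthest, to 0.0751, and without DG replicate 1 it was 0.130. Wfs1 (chromosome 5, 36966104 to 36988982, minus strand), a protein of the endoplasmic reticulum, and Neurod6 (chromosome 6, 55677818 to 55681263, minus strand), a transcription factor, had the same counts, 0 UMIs in the 3 DG libraries and 2 UMIs in the CA1 library of section 1 only. Each was at 64.8 ± 22.8 CPM in the DG and 118.4 ± 52.1 CPM in the CA1, a log10 ratio of -0.262 with an SD of 0.346 between sections. Without CA1 replicate 1 no UMI of either gene was left and the ratio, then set by the added counts alone, was -0.136. Both regions lay below 3 UMIs for these 2 genes, so a difference was not detectable at this depth. Synpr and Mpped1 had log10 ratios of 0.291 and -0.292. Over the 6 genes the exact permutation p from the deposited counts lay between 0.1 and 0.3, and between 0.24 and 0.3 after Benjamini-Hochberg adjustment over the 6 genes. On the UMIs the exact permutation p lay between 0.3 and 1. All 6 ratios had the sign stated in Fig. 4C (exact binomial test, one-sided, p = 0.0156). The genes were chosen by the paper and share libraries, so this is not independent evidence. The test also takes both signs as equally likely. The added count puts a gene without a UMI at a log10 ratio of -0.0855, which has the sign stated for the CA1 genes. Summed over libraries, the 3 DG genes took 84 of 28869 UMIs in the DG and 34 of 17066 in the CA1 (Fisher's exact test, two-sided, p = 0.0695), and the 3 CA1 genes took 1 and 7 UMIs (p = 0.00527), a test that compares the pooled libraries and not the sections.

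**Figure D1:**
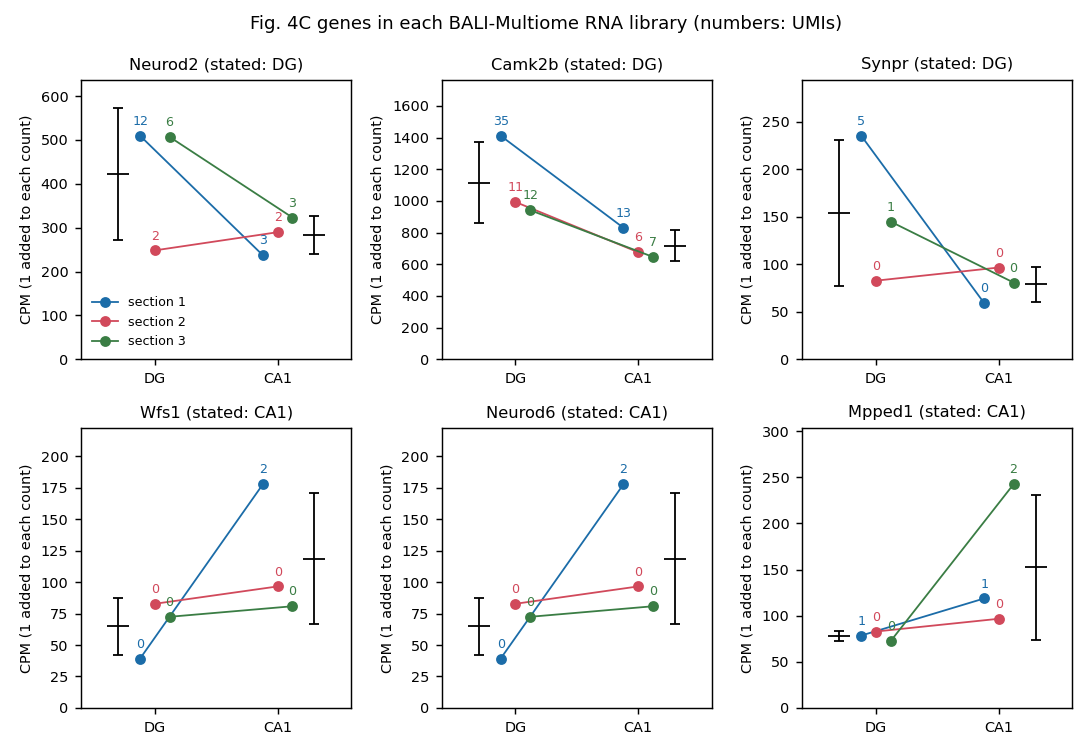
CPM of each Fig. 4C gene (vertical axis, with 1 added to each count) in the DG and CA1 library of sections 1, 2 and 3 (colored points joined within a section), with the UMIs behind each point as a number and the mean ± SD over the 3 sections in black. Camk2b fell from the DG to the CA1 in all 3 sections, and Wfs1 and Neurod6 had UMIs in 1 library each.

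Of the 6 genes, Camk2b alone had enough counts for edgeR's quasi-likelihood test, with a log2 fold change of 0.51 (standard error 0.38, adjusted p = 0.650, Benjamini-Hochberg). That fit left out the pairing. With section as a block edgeR gave Camk2b the same 0.51 (standard error 0.27, adjusted p = 0.438). Among the 43 genes tested, edgeR without the block called 0 at an adjusted p under 0.05 and 3 at an unadjusted p under 0.05, and DESeq2 called 0 at either. The log10 ratios were above 0 for Neurod2, Camk2b and Synpr and below 0 for Wfs1, Neurod6 and Mpped1. The paper states overexpression of each gene in its region, and sets the result beside a public Visium dataset of the hippocampus.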

As observed in our single modality spatial ATAC-seq, chromatin accessibility at genic loci showed a peak immediately upstream of the TSS across all biological replicates (Fig. 4 *D* and *E*). Chromatin accessibility was differentially distributed in the two regions analyzed. Among the differentially regulated peaks, we confirmed differential chromatin accessibility for two loci for which we detected matched differential gene expression. 

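For the RNA of Synpr and Mpped1, the genes of the 2 loci, the counts were low. Synpr (mm10, chromosome 14, 13284780 to 13615469, plus strand) had 5, 0 and 1 UMIs in the DG libraries of sections 1, 2 and 3 and 0 in every CA1 library. Its CPM was 154.3 ± 76.7 in the DG and 78.9 ± 18.7 in the CA1 (SD, n = 3 sections), and the log10 ratio had an SD of 0.333 between sections, larger than the ratio itself. With the UMIs of each region summed, Synpr was at 207.8 CPM in the DG, and a count of 0 in the CA1 allows up to 175.8 CPM (3 UMIs over the group). The exact 95% interval of the odds ratio reached down to 0.696 (Fisher's exact test, two-sided, p = 0.0909), so counting error alone allows a level in the CA1 as high as in the DG. Of its 6 UMIs, 5 came from the DG library of section 1, and without DG replicate 1 the log10 ratio was 0.159. Mpped1 (chromosome 15, 83779472 to 83858487, plus strand) had 1 UMI in the DG library of section 1, and 1 and 2 UMIs in the CA1 libraries of sections 1 and 3. It was at 77.9 ± 5.20 CPM in the DG and 152.6 ± 78.6 CPM in the CA1, with an SD of the log10 ratio of 0.238 between sections (Fisher's exact test on summed UMIs, p = 0.148). Neither region was above 3 UMIs, so a difference in Mpped1 was not detectable from the UMIs, and without CA1 replicate 3 the log10 ratio was -0.140. Gene models on the minus strand overlap Mpped1, and counting ignored the strand, so its UMIs are uncertain. Over the 6 genes of Fig. 4C the lowest adjusted Fisher p was 0.222.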

First, we identified dentate gyrus-specific peaks in the promoter of Synpr, a gene encoding a synaptic protein known to be exclusively expressed in the mossy fiber of the dentate gyrus and CA2-CA3 of the hippocampus (50). Conversely, chromatin accessibility at the proximal enhancer of Mpped1 was restricted to the CA1 region (Fig. 4*F*). We mined our dataset further by identifying DNA motifs enriched in the ATAC peaks in each of the profiled regions (*SI Appendix*, Fig. S9). The dentate gyrus showed specific enrichment of motifs for several transcription factors involved in neurogenesis (i.e., NeuroD1, NeuroG2, E2FA, Sox15, Sox17), including critical regulators of granule cell development. We also detected some enrichment for stemness factors (Oct4), possibly reflecting the inclusion of a small portion of the hilus (a seat of adult neurogenesis) in our barcoded area. The CA1 region showed enrichment for factors involved in interneuron specification and regional specification (i.e., Dlx1, Dlx2, Lhx2, Gsx2). The two regions shared an enrichment in factors that have been shown to be generally present in the brain and hippocampus (50), including factors involved in genome organization (CTCF, Boris, YY1), constitutive transcription (Sp1, Sp5, Nfy), activity dependent plasticity (Jun, Fos), and neuronal development (Rfx1, Rfx2, Olig2, Atoh1, Atoh7). 

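In the RNA libraries, a UMI was found for 4949, 2311 and 2851 genes in the DG and for 3462, 1579 and 2361 genes in the CA1 of sections 1, 2 and 3. At least 10 UMIs were found for 290, 33 and 56 genes in the DG and for 101, 19 and 37 in the CA1. Of the genes listed, 394 had a UMI in all 6 libraries and 3035 in 1 library only. The largest mean shares of UMIs were those of Malat1 (3.67%), Meg3 (1.85%), the ribosomal RNA precursor Rn45s (1.59%), Fth1 (0.959%) and Grin2b (0.691%). Across genes, which are not independent replicates, log2 CPM of libraries from the same region correlated with a mean Pearson's r of 0.472 (range 0.456 to 0.489 over 6 pairs) and a mean Spearman's rho of 0.287, and the libraries of the same section with a mean r of 0.481 (0.420 to 0.543 over 3 pairs) and a mean rho of 0.295. Libraries that shared neither had a mean r of 0.440. Over the genes with at least 10 UMIs in 3 libraries the mean r within a region was 0.837.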

Overall, these data demonstrate the versatility of BALI for spatial profiling of tissues to collect multiomic information from a single sample.

### Automated Combinatorial Ligation on Solid Surface.

The recursive nature of combinatorial ligations is inherently amenable to automation, which further expands the scope of BALI from a handful of handpicked regions to large numbers of target areas. Here, we introduce a simple setup, which we named LightScribe, which enables fully automated barcode writing on solid surfaces, from functionalized slides to tissue sections. The LightScribe is a tripartite system composed of a low magnification microscope for optical access to the sample, a DMD projector to finely control illumination masks, and a robotic fluidics system to automate the molecular biology workflow. Upon imaging, dedicated software parses the image to design an illumination pattern based on features decided by user (e.g., grid vs. segmentation, number of areas, resolution). It then generates a barcode dictionary, assigns each spatial feature to a molecular barcode, and computes an integrated fluidics and illumination workflow to encode the spatial barcodes on the sample (Fig. 5*A*). The sample is clamped in a custom-built chamber with physical access to a needle controlled by a robotic arm, and optical access for imaging and illumination on either side of the sample. The light engine of the LightScribe can deliver 39 W/cm^2^ of light at 405 nm on a field of view of 3 × 5mm and with a resolution of 3 μm/pixel (as shown above). The fluidic system is designed to have zero dead volume and to require only ~300 μL of solution per reaction (assuming a flow cell with 20 mm diameter and 0.8 mm thickness), reducing the consumption of expensive reagents such as ligase. The device can perform a ligation cycle in approximately 90 min, which scales to ~33 h for a 20-cycle protocol capable of labeling 1,024 areas. The LightScribe is entirely built from affordable components, its most expensive element being the DMD projector (market price around $25,000 to $30,000). The total cost to build the system is approximately $45,000. Further specifications for the LightScribe are included in *SI Appendix*, Table S1.

**Fig. 5.**
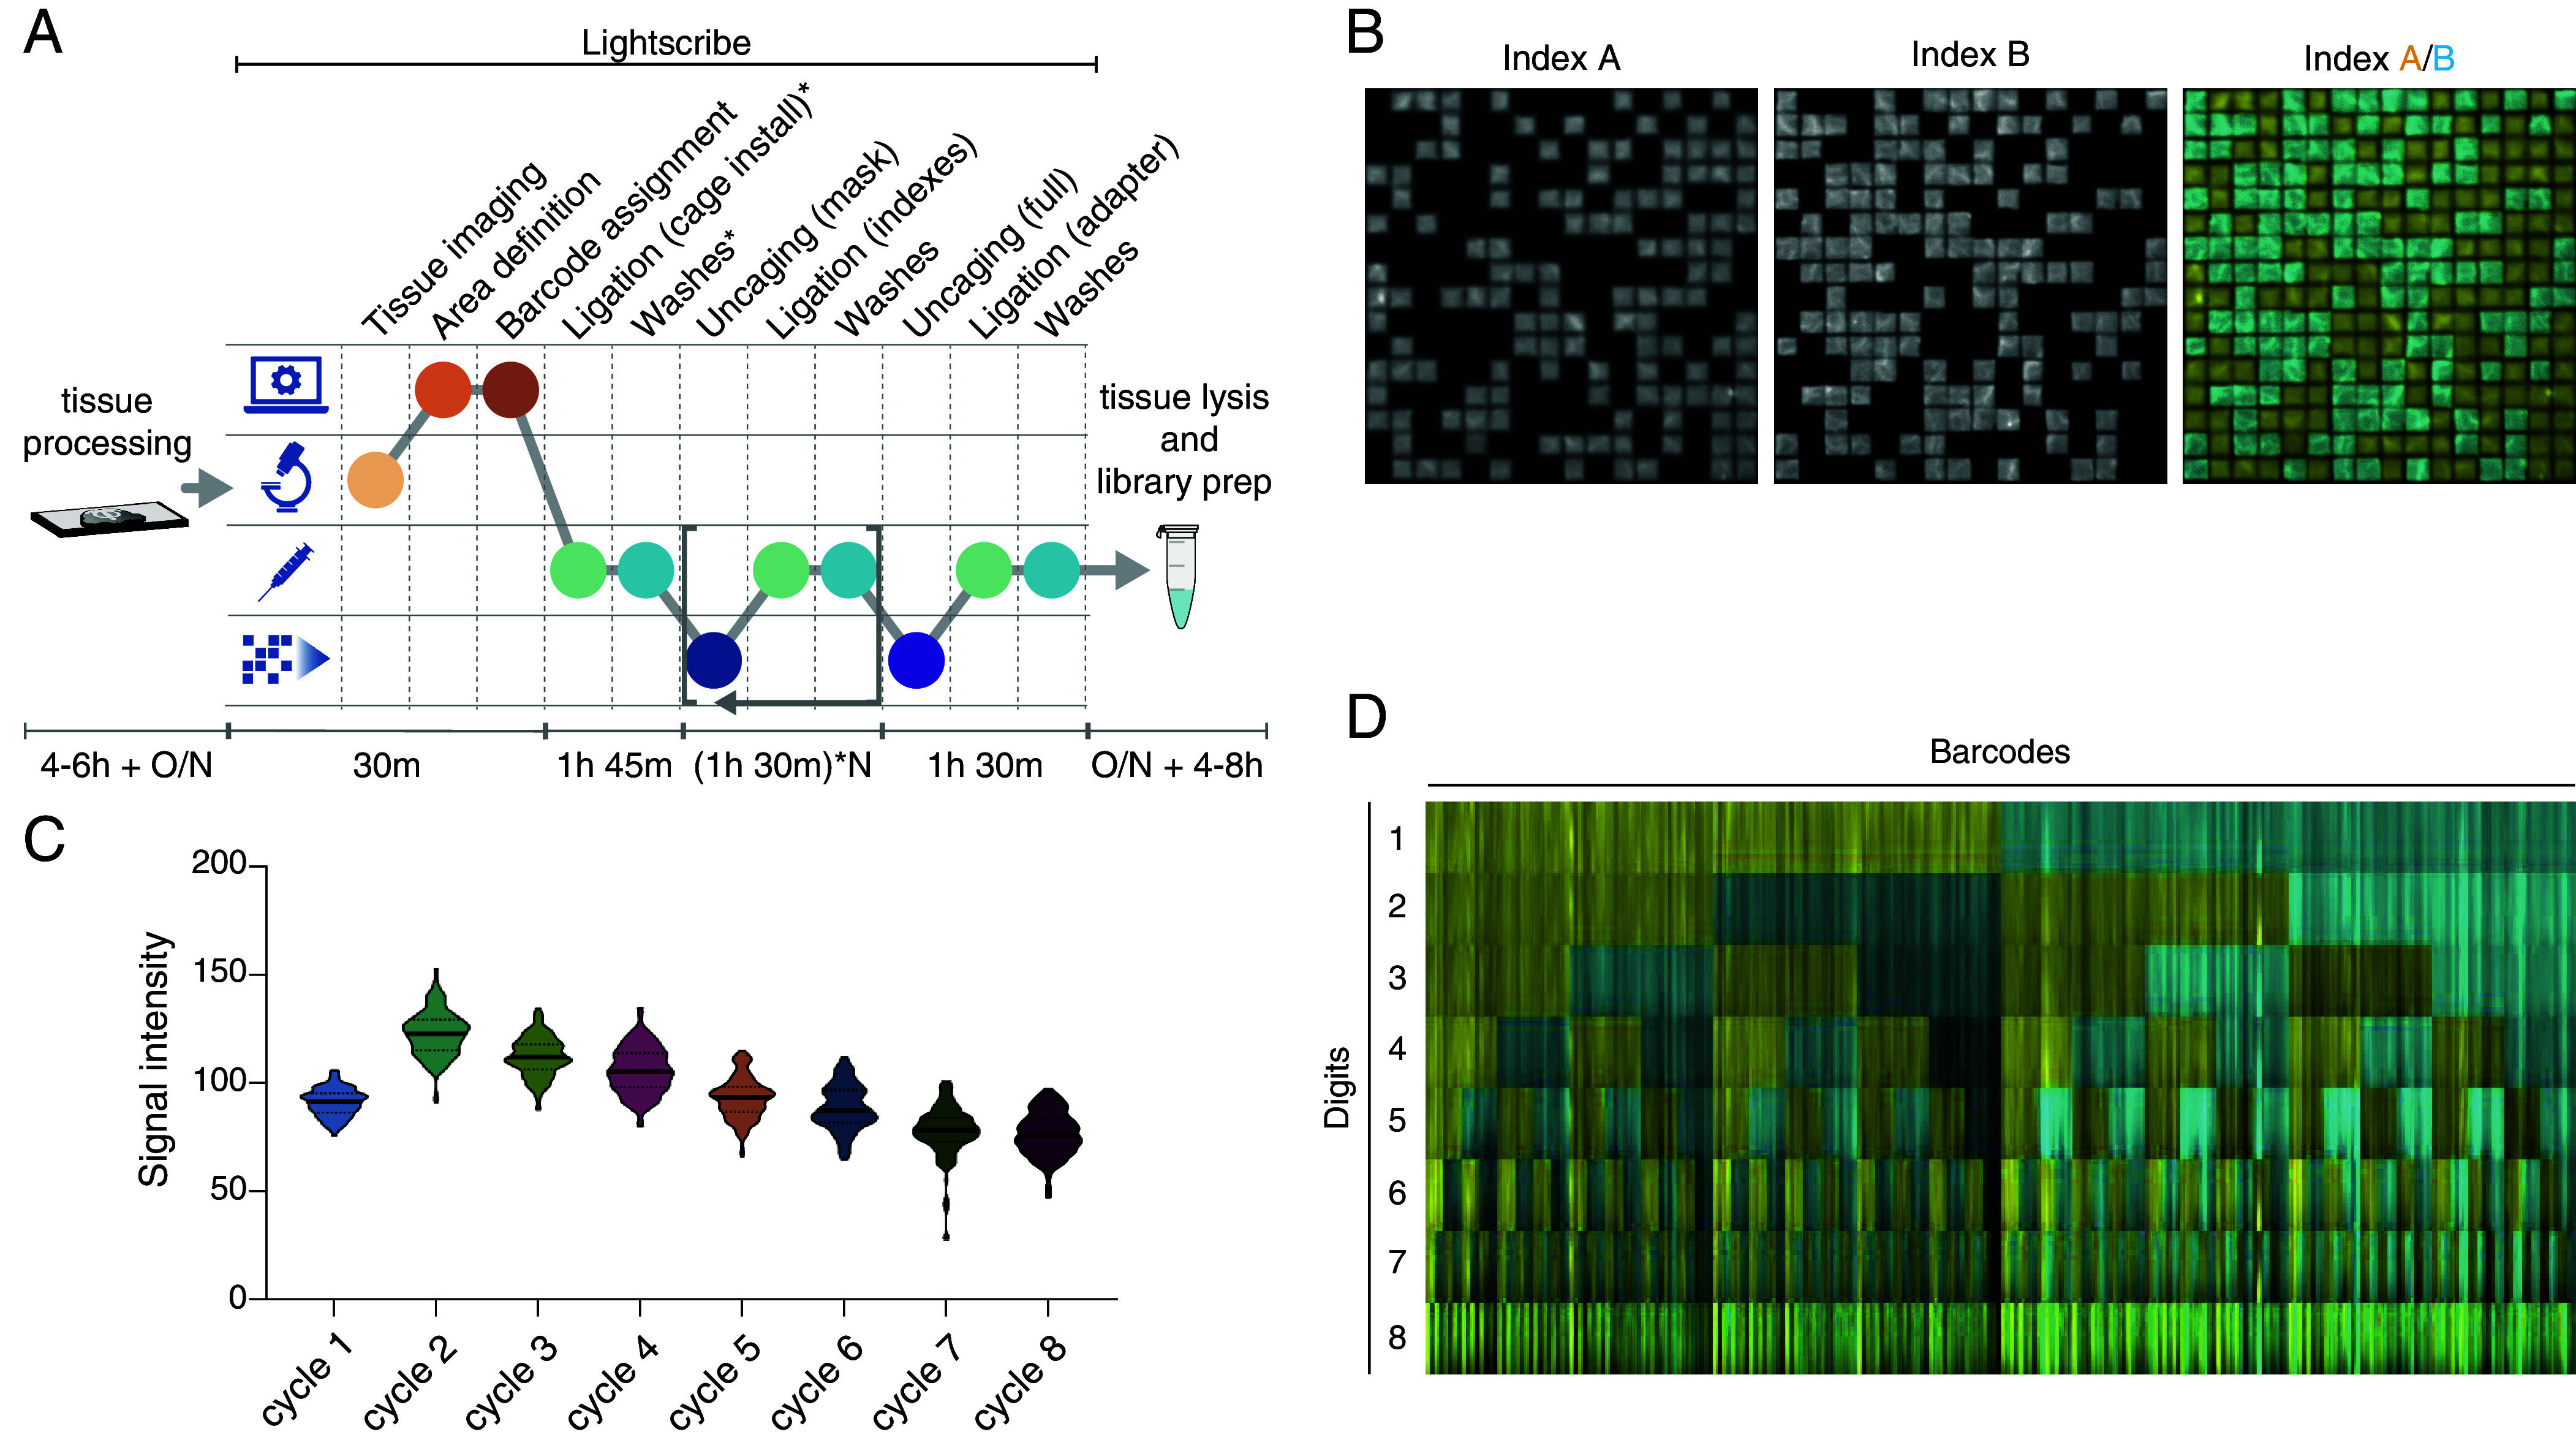
Automated combinatorial barcode writing on solid surface. (*A*) Schematic of the BALI process within the LightScribe instrument. After tissue processing (which installs a BALI root on the target biomolecule), a tissue section is imaged to identify regions of interest. Regions are then defined on the LightScribe software, and each is assigned a specific barcode. Optionally, a first ligation installs a bridge index bearing a photocage (if not already present on the root). Uncaging/until a full barcode is written in each region. A final ligation is performed to install a sequencing handle. The tissue is then taken out of the instrument and lysed to produce free DNA for amplification and library preparation. The color of each step represents their nature: yellow for imaging, orange/red for computational processes, teal/cyan for fluidics, and blue-violet for uncaging. (*B*) Example images for an automated experiment writing 256 barcodes on a functionalized slide. For this experiment, only two indices were used, writing an 8-digit barcode (complexity 2^8^ = 256). Each index bore a distinct fluorophore, cy5 or ATTO565. The images show the fluorescence signal for index A and index B after the first cycle of BALI, as well as their overlap showing sharp boundaries between regions. Each barcoded region is 100um in size. (*C*) signal uniformity across the whole profiled field of view for the 256 are barcoding experiment. Data are shown for index B only to avoid overcrowding of the image. Signal was quantified for each digit on a 20×20× cropped area. The violin plot indicates the average signal across all the areas positive for index B in each digit of the barcode. Signal is lower in cycle 1, peaks in cycle 2, and slowly drops over time as a consequence of gradually increasing errors in barcode writing. The plot also shows that uncaging and ligation efficiency are relatively uniform across the whole field of view, as indicated by the low variance of each column. (*D*) End result of 256 areas encoding. Composite image produced by overlapping fluorescence from index A and index B for each cycle (as in the rightmost image in (*B*) and stacking them to produce a representation of the whole barcode, with colors representing the index for each digit. Each of the 256 barcoded regions was cropped, reshaped by squeezing it to a thin rectangle, and displayed on the *x* axis of the composite image. The *y* axis represents time, as a proxy for each digit. This image provides a complete representation of the raw data for the entire barcoding experiment.

To investigate the theoretical throughput of BALI, we used the LightScribe to spatially encode 8-digits barcodes on a solid support surface. As previously, we grew the molecular barcodes on a slide functionalized with a root oligo. Each digit of the barcode could have two different identities, “A” or “B” (Fig. 5*B*), which differed both in terms of DNA sequence and linked fluorophore (Atto565 and Cy5). Despite some increased heterogeneity with successive cycles, ligation efficiency was consistent across the entire field of view, with SD <10% of the total intensity values (Fig. 5*C*). We were able to detect all the 256 (2^8) different combinatorial barcodes through tracking of the fluorescent signal over cycles (Fig. 5*D* and Movie S3). This experiment demonstrates that automation allows scaling of BALI’s throughput to target hundreds to thousands of regions (depending on the number of indexed digits in the barcodes dictionary) enabling high-resolution profiling of tissue sections.

## Discussion

Here we have described BALI, a method for multiomic profiling of intact tissue sections via light-driven combinatorial ligation of DNA barcodes with user-defined resolution and throughput. BALI introduces a combinatorial encoding scheme that exponentially expands the throughput range from tens to millions of independent spatial locations–thereby theoretically enabling single cell analysis in situ.

Importantly, BALI can achieve subcellular-scale spatial resolution (~3 μm), which could be further increased by using higher-resolution optics in the DMD projector, albeit at the cost of a reduction in the illumination field of view and therefore speed. While other existing spatial omic methods exists in which spatially referenced barcodes are arrayed with high resolution (up to 2 μm for HDST or 10× Visium HD), BALI barcodes can be assigned computationally to areas defined by the user, which can allow for nonuniform shapes and sizes to capture unique and important features of histology and biological knowledge while minimizing redundancy. Combining light activation with combinatorial barcoding, BALI offers a solution to the conflict between resolution and throughput that has thus far dominated the field of spatial profiling. Together, these features enable BALI to offer both high-throughput profiling and histology-driven analysis of intact tissue samples.

The idea of combining photoactivation and sequencing to achieve spatially restricted profiling has been exploited by few other techniques, such as Light-Seq (29), photoselective sequencing (51), PHOTON (52), ZipSeq (53), photo-isolation chemistry (54), and geoMX (55). These are largely based on using light to either 1) control the binding of a poly-T probe to RNA or its 3’ extension, 2) control the hybridization of a barcode to a tag on the cell surface, followed by single-cell sequencing, 3) control the addition of a 5’ barcode to cDNA or tagmented DNA via uncaging of 5’ phosphate, as in BALI, 4) control crosslinking of a barcode to cDNA followed by cross-junction synthesis, or 5) control the release of tagged molecules from specific regions. A common limitation of these techniques is that they do not lend themselves easily to the production of long, multidigit combinatorial barcodes, either by design or because of technical features. For instance, in Light-seq, each element of the barcode is added by crosslinking, and the requirement for cross-junction synthesis during library preparation would likely result in decreased yield and increased errors as the number of junctions increase. As a result, the technologies mentioned above are largely capable of profiling only a few areas, typically lower than a hundred. On the other hand, BALI has been designed from the beginning with the idea of producing combinatorial barcodes capable of labeling thousands to millions of areas, and we demonstrated the ability to produce barcodes up to eight digits long.

The guiding principle behind BALI was to develop a profiling method that adapts to the biological question rather than forcing the question to fit the method. Our approach lets researchers tailor the resolution, profiling depth, and throughput within and across projects. This flexibility has two main implications: First, it enables biology driven profiling at lower resolutions, addressing the long-standing challenge of multicell signal deconvolution within individual spots. Second, by limiting profiling to relevant areas and only at the necessary resolution, it reduces experimental and sequencing costs. This is a key advantage for large cohort studies where current gold-standard methods remain prohibitively expensive for large and diverse patient sampling. Akin to the recent push toward large tissue sampling seen for commercial platforms, BALI readily scales up to large tissue sections–such as those of human samples–by simply tiling the area with multiple illumination masks, each adding only a minor fraction of the total run time. To fully realize BALI’s potential, further work will likely be required to optimize efficiency at each serial step, to refine the protocol to allow for cheaper reagents or lower their volumes, as well as to introduce strategies to profile archival FFPE samples (56–58). These advances would enable large longitudinal studies and to the vast repositories of biobanked specimens. Other approaches based on in-situ sequencing, for instance BARseq, have focused on maximizing throughput and reducing cost for large-sample RNA profiling, for instance profiling a whole mouse cortex (18). Compared to these, however, BALI has the advantage of being able to target individual areas specifically and to combine multiple omic readouts in the same experiment

A major limitation of state-of-the-art spatial multiomic methods is their reliance on bespoke equipment that is inaccessible to most labs. By contrast, BALI has two main requirements: 1) prompt tissue segmentation and barcode assignment prior to the barcode writing; and 2) precise patterning of light from a single source to parallelize barcode assignment to all the areas with the same digit *i* in position *n.* While tissue segmentation and barcode assignment are computationally intensive processes, the wider access to high-performance graphic cards as part of the AI revolution has turned this seemingly limiting step into a routine process that can be completed within minutes. And while laser scanning optical setups–such as a confocal microscope–are not well suited to simultaneous illumination of multiple tissue segments, digital micromirror devices (DMDs) offer the opportunity to precisely pattern the light emitted from a light source, thus illuminating all the regions of interest at once. In principle, any such device coupled to a microscope and to a fluidic system could be used to perform BALI at scale. In this paper, we present an example, based on relatively inexpensive and easy to obtain components, which combines a very large field of view with low reagent consumption, which minimize the time and cost required for full profiling experiments. While the LightScribe provides an integrated option capable of automating the whole protocol, it should be relatively easy to adapt only specific components of our setup (i.e., the fluidic subsystem) to integrate them with existing illumination setups, or to tweak them for specific applications. Therefore, we believe that BALI has the potential to provide a significant improvement in accessibility to spatial omic technologies.

Nucleic acids are the natural targets of any method based on a sequencing readout. However, there is the potential to profile a broader portfolio of biomolecules by incorporating oligonucleotide-functionalized libraries of antibodies (27, 59). Antibodies can detect a broad spectrum of biomolecules (e.g., proteins, posttranslational modifications, metabolites, lipids), yet they often suffer from poor specificity and limited resilience to oligonucleotide functionalization. We envision that the expanding catalog of single chain antibodies (60) and the development of orthogonal chemistries to specifically decorate target molecules with oligonucleotides [e.g., aptamers (61)] will significantly extend the scope of spatial multiomic profiling abilities in future work. We believe that complementary innovations on multiple fronts are now coalescing to expand the applicability of spatial multi-omic technologies to new sample types and readouts–all of which should be compatible with BALI.

Considered as a whole, BALI conceptually overcomes many limitations in the spatial multiomics field, providing a high-resolution, adaptable, and accessible platform for optical, histology-informed barcoding that is poised to capitalize on emerging technical advances to further increase the scope, resolution, and applicability of spatial multiomic profiling.

## Methods

Extended methods are available in the *SI Appendix*. Sequences for all oligonucleotides are provided in *SI Appendix*, Table S2.

### Animal Procedures.

All animal procedures were performed in accordance with the Animal (Scientific Procedures) Act 1986 under UK Home Office project license PAD85403A.

### BALI Ligation Cycles.

DNA indices were produced by annealing complementary oligonucleotides as per extended methods and *SI Appendix*, Table S2. Ligations were performed for 30 to 60 min using T4 DNA ligase (1:20) in a buffer containing 2.7 uM indexes, 1× T4 ligase buffer. Slides were washed in 2× SSC 10’, 2× SSC+10% ethylene carbonate (5’) and 2× SSC (5’), followed by a quick wash in 1× T4 ligation buffer if a new ligation was to be performed

### Barcode Writing on Slides.

Experiments were performed on NH2-functionalized slides (Sigma) or slides coated in streptavidin-doped acrylamide (as per extended methods). Uncaging was performed on a Leica SP5 confocal microscope (15 min) or on the lightscribe instrument (2 min). After BALI ligations slides were imaged on an epifluorescence microscope

### Barcode Writing on Beads.

Ligations were performed on Sepharose NHS beads functionalized with NH2-modified anchor oligos as per extended methods and *SI Appendix*, Table S2. A fluorescent root oligo with a free 5’P was hybridized to the anchor. Ligated products were denatured from the beads by boiling the beads at 95 °C for 5 min in 1× RNA loading dye and run on a 15% TBE-Urea gel.

### Barcode Writing on Tissue.

Ligations were performed on 10 μm cryosections from the adult mouse liver. Sections were fixed and permeabilized as per extended methods. A poly-T oligonucleotide with a 5’ anchor sequence was hybridized to cellular mRNAs in conditions mimicking a RT reaction. A fluorescent BALI root with a 5’P was then hybridized to the anchor. Ligated products were purified and run on a gel as above.

### BALI-RNA.

Coronal cryosections from E16.5 mouse brains were fixed and permeabilized as per extended methods. A poly-T BALI root oligonucleotide with a 5’ photocage was hybridized to the tissue and reverse transcription/template switching performed in situ overnight. Sections were then washed, stained with Draq5, and imaged. Target regions were identified and uncaged using the 405 nm laser of a Leica SP5 microscope for 5’. After BALI barcoding, tissue was lysed overnight at 60 °C in RIPA buffer+proteinase K. DNA was purified from the lysate using and amplified with indexed Truseq oligos to produce sequencing libraries.

### BALI-ATAC.

Coronal cryosections from the adult mouse brain were lightly fixed and permeabilized as per extended methods. A custom set of transposition adapters with a 5’ BALI root was loaded on tn5 transposase and used to tagment accessible DNA in situ. A first ligation was performed to install a photocaged bridge on the root, followed by three BALI ligations in bulk (uncaging performed on a transilluminator), area-specific uncaging, and a final ligation. After BALI barcoding, tissue was lysed and DNA was purified and used to produce ATAC sequencing libraries.

### BALI-Multiome.

The protocol was performed as described above for BALI-RNA and BALI-ATAC. Tissue was fixed and tagmented as per the ATAC protocol, using a biotinylated set of adapters. Reverse transcription was then carried out as per the BALI-RNA protocol. This produced accessible DNA fragments and cDNA bearing the same BALI root. After BALI barcoding, tissue was lysed, and the purified DNA added to streptavidin beads to separate tn5 fragments (pull-down) from cDNA (supernatant). The two fractions were then amplified separately to produce ATAC and RNA-Seq libraries.

### LightScribe Instrument.

The LightScribe instrument is a custom-built microscope featuring three subsystems: Uncaging (composed by a high-power 405 nm commercial LED DLP projector), Imaging (a basic epifluorescence microscope setup with multichannel imaging capability and a 4× objective), and Fluidics (composed by a robotic arm connected to a syringe driven by a peristaltic pump). This setup can automate multiple cycles of uncaging and ligations, simplifying the execution of complex multistep BALI experiments. Full details are in the extended methods.

## Supplementary Material

Appendix 01

Dataset S01

Movie S1. Video outlining the BALI combinatorial ligation process, in which the step-wise addition of DNA indices to a growing chain (triggered by light-activation) results in the production of a complex multi-unit spatial barcode.

Movie S2. Combinatorial barcode writing for 16 areas (2 indices / 4 cycles - main text Fig. 1c). The video was generated by taking a multichannel (FITC / cy5) confocal microscope image after the ligation of the final index for each cycle. Brightness/contrast for each image were adjusted to make the signal intensity consistent. Images are in pseudo-colors in a color-blind friendly palette.

Movie S3. Combinatorial barcode writing for 256 areas (2 indices / 8 cycles – main text Fig. 5). The video was generated by taking a multichannel (ATTO 565 / cy5) confocal microscope image after the ligation of the final index for each cycle. Brightness/contrast for each image were adjusted to make the signal intensity consistent. Images are in pseudo-colors in a color-blind friendly palette.

## Data Availability

All the sequencing data are available through GEO (accession no. GSE260699) (62). Raw images and non sequencing data are available from the authors upon request. The scripts used for analysis and data processing are available from the authors upon request. Similarly, the LightScribe software is available from the authors upon request.

# Supplementary material for: Spatially tunable multiomic sequencing using light-driven combinatorial barcoding of molecules in tissues
**Source:** Proc Natl Acad Sci U S A. 2026 May 18;123(21):e2527896123. doi: 10.1073/pnas.2527896123
**Supplement:** Supplementary file 1 — Appendix 01

## **Supporting Information for:** Spatially tuneable multi-omics sequencing using light-driven combinatorial barcoding of molecules in tissues

*Giorgia Battistoni<sup>1,a</sup>, Sito Torres-Garcia<sup>1,a</sup>, Chee Ying Sia<sup>1,+</sup>, Silvia Corriero<sup>1</sup>, Carla Boquetale<sup>1</sup>, Elena Williams<sup>1,+</sup>, Anna V Cregeen<sup>1</sup>, Karolina Wasilewska<sup>1</sup>, Martina Alini<sup>1</sup>, Nicole Hemmer<sup>1</sup>, IMAXT Cancer Grand Challenge Consortium, Shankar Balasubramanian<sup>1,2</sup>, Benjamin Czech Nicholson<sup>1</sup>, Gregory J. Hannon<sup>1,\*</sup>, Dario Bressan<sup>1,\*</sup>*

<sup>a</sup> These authors contributed equally to this work

### **This PDF file includes:**

Extended Materials and Methods  
Figures S1 to S9  
Table S1 to S2  
Legends for Movies S1 to S3  
Consortium authors list

### **Other supporting materials for this manuscript include the following:**

Movies S1 to S3

## Extended Materials and Methods

### Overhang screen

Eight oligonucleotides (BL354 to BL357, and BL354B to BL357B) were synthesized with normal desalting purification. The oligos were annealed to produce two double-stranded DNA molecules (A and B) containing a constant region corresponding to the Truseq P5 and P7 sequences plus a multiplexing sequencing index, and a random 6-mer or 7-mer sequence protruding at the 5' end (ligation overhang). Oligos were annealed at 30  $\mu$ M concentration in 2X SSC by running the following program in a thermocycler: 1) 95°C for 5 minutes, 2) ramp down to 65 at 0.1°C/second, 3) hold at 65°C for 5 minutes, 4) ramp down to 12°C at 0.1°C/second, 5) hold at 12°C. The A and B dsDNA molecules for each overhang length (6-mer or 7-mer) were diluted to 3.334  $\mu$ M in 2X SSC and used to assemble a ligation reaction as follows: 2  $\mu$ L 10x T4 ligase buffer, 1  $\mu$ L of each annealed dsDNA (final 166.7 nM), 1  $\mu$ L T4 DNA ligase (NEB M0202M), 15  $\mu$ L nuclease-free water. Ligation was performed for 3 minutes at 22°C, following by heat-inactivation at 65°C for 10 minutes. The ligated molecules were purified by running the whole reaction volume on a 2% TBE agarose gel. The gel was stained in 1:10000 SYBR-gold (Thermo Scientific) and the bands corresponding to the ligation products were purified using the Qiagen Qiaquick gel extraction kit using the supplier's standard protocol. Library concentration was estimated by Tapestation (DNA5000 screentape) and qPCR (KAPA Illumina library quantification kit).

The fastq files containing raw sequencing reads were first filtered using the cutadapt package (v4.1) using the following options: -a AGATCGGAA -m [length of overhang] -M [length of overhang + 1]. This extracted the sequence corresponding to each ligated 6-mer or 7-mer overhang in the library. The resulting files were processed through a custom python script counting the number of occurrences of each overhang, producing a final .csv file with overhang counts.

### Overhang screen validation

DNA indexes with different overhang sequences were validated by performing in-situ ligation assays on 4T1 mouse cells grown on 25mm round coverslips coated in poly-L-lysine overnight (Sigma P4707, 0.01% w/v). Cells were grown for 24-48hrs to ~90% confluence.

Indices for each overhang to be tested, as well as the BL092\_50nt root oligo, were ordered as oligonucleotides with a 5' phosphate on the overhang subjected to ligation. For each overhang to be tested, two indices were annealed. BL407 to BL426 (6-mers) or BL452 to BL471 (7-mers) were annealed to BL427 to extend the root with the overhang 'XX' to be tested ('Index\_A\_XX'), whereas BL428 to BL447 (6-mers) or BL472 to BL487 were annealed to BL448 to generate a reverse complement overhang to the one tested ('Index\_B\_XX'). To increase phosphorylation yield, oligos with 5' phosphate were further phosphorylated by incubating them (at a concentration of 50  $\mu$ M for indices and 25  $\mu$ M for BL092-50nt) with 10U T4 polynucleotide kinase (NEB) in 1X T4 DNA ligase buffer (NEB). The reaction was carried on for 30 minutes at 37°C and stopped by heating to 60°C for 20 minutes, followed by purification through Illustra Microspin G-25 columns (Cytiva) as per supplier's protocol. DNA indices were annealed to a final concentration of 20  $\mu$ M in 2X SSC using the following protocol in a thermal cycler: 1) 95°C for 5 minutes, 2) ramp down to 65 at 0.1°C/second, 3) hold at 65°C for 5 minutes, 4) ramp down to 12°C at 0.1°C/second, 5) hold at 12°C.

Cells were fixed in 4% PFA/PBS for 15 minutes at RT, washed in PBS, and permeabilized in 1% Triton X-100 in PBS for 15 minutes at RT. After permeabilization, cells were further cleared and permeabilized by incubating them in 0.3% SDS in PBS for 30 minutes at RT, followed by three washes in PBS for 10 minutes each. Hybridization of the root was performed by inverting the coverslips on a drop (25  $\mu$ L) of 0.1  $\mu$ M polyT-rootV2 oligo diluted in hybridization buffer (2x SSC, 1 mg/mL yeast RNA, 10% dextran sulfate, 1:1000 Murine RNase inhibitor NEB M0314) on a parafilm sheet placed on a glass plate. Hybridization was performed for 24hrs at 37°C in a humidified chamber. The following day, coverslips were transferred to a 6-well plate and washed three times with 1 mL of 2X SSC for 5 minutes each and once in secondary hybridization buffer (2X SSC, 10% Ethylene Carbonate) for 5 minutes, all at RT. Samples were then hybridized with 2 mL of 1.25 nM

BL092-50nt oligo in secondary hybridization buffer for 20 minutes at RT, followed by three more washes in 2X SSC for 5 minutes each.

A ligation reaction was then assembled by combining 2  $\mu$ l 10x T4 DNA ligase buffer (NEB), 1  $\mu$ l annealed 20  $\mu$ M Index\_A\_XX stock, 16ul nuclease-free water and 1  $\mu$ l T4 DNA ligase (NEB). The entire volume of the reaction was pipetted on a parafilm sheet placed on a glass plate and the coverslips were inverted over it. Ligation was carried out at 25°C for 45 minutes in a humid chamber. After the ligation, coverslips were washed 3 times in 2X SSC for 5 minutes each to remove any unligated indices. A second ligation was performed as above using the cognate Index\_B\_XX.

Ligated root molecules were eluted by pre-heating plastic surface (the lid of a 6-well multiwell plate) at 95°C on a thermoblock. 50  $\mu$ l of pre-heated 2X RNA loading buffer (95% deionized formamide, 5% 10x TBE, 5mg bromophenol blue) were pipetted on the surface and the coverslips were inverted on them. Samples were incubated for 10 minutes at 95°C, after which the coverslips were carefully lifted, and the liquid collected under them collected with a 200 $\mu$ m pipette (approx. 30  $\mu$ l were recovered per sample) and transferred to a 1.5ml Eppendorf tube. Samples were further incubated at 95°C for 10 minutes in a thermoblock and loaded on a 6% TBE-Urea acrylamide denaturing gel (Thermo Scientific). Gels were stained with SYBR-gold (1:10000 in 1x TBE, Thermo Scientific) and imaged using an Amersham Typhoon instrument in the cy2 and Cy5 channels. Ligation efficiency was evaluated by densitometry on the Cy5 gel images.

### **Acrylamide slide preparation and coating with BALI root oligos**

Slides were functionalized by adhering to them a thin polyacrylamide gel exposing streptavidin molecules, and bound to a carpet of biotin-modified root oligonucleotides capable of being ligated to BALI indices. Glass slides were first coated with 0.05% v/v BIND-silane (3-(Trimethoxysilyl)propyl methacrylate - - Sigma M6514) diluted in 80% EtOH / 2% Acetic acid for 1h at room temperature, and washed in Ethanol before being air-dried. Two strips of scotch tape were used at the beginning and end of the slide to create spacers allowing the formation of a ~50  $\mu$ m thick gel. A solution of 4% 19:1 acrylamide-bisacrylamide (Bio-Rad 1610144), in 50 mM Tris-HCl pH 8 / 300 mM NaCl was degassed under vacuum and polymerization was initiated by addition of 0.1% ammonium persulfate and 0.1% N,N,N',N' -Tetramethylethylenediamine (TEMED). 160ul of the polymerizing acrylamide solution were quickly mixed with 40ul of 2mg/ml streptavidin-acrylamide (Thermo Scientific S21379) diluted in 1X PBS, and 100ul each were pipetted in the center of two glass plate pre-treated with gel-slick solution (Lonza 50640). The bind-silane activated slides were inverted on the drop of acrylamide solution and left to polymerize for 1h before being lifted with a razor blade. A thin acrylamide gel was left on the slide surface. Acrylamide slides were washed twice in 1X PBS, then 20ul of a 10  $\mu$ M solution of BL-940 oligonucleotide (biotin-modified BALI root) were pipetted (in a dark room) in the center of the gel, covered with a 12mm round coverslip, and incubated for 30 minutes in the dark in a humid chamber. Slides were then washed twice for 5 minutes each in 2X SSC and stored in SSC until required for the barcode writing experiment.

### **Barcode writing on slide**

Amine coated glass slides (Silane-Prep, Sigma, S4651) were washed in 70% Ethanol and air dried. All further steps were performed in light protected conditions. A functionalization mix (50  $\mu$ L) was prepared fresh with the 3'aminated 5' caged oligo root carrying a terminal Cy3 dye (2  $\mu$ M BL003 for the single-cycle experiment and 2  $\mu$ M BL728 for the 4-cycle experiment) and a bifunctional crosslinker BS(5)PEG (Thermo Scientific) (5  $\mu$ M in dimethylformamide), and placed at the center of the slide as a drop. The functionalization was run 16 hrs at 37C in a humidified chamber. The functionalized slides were washed twice in 2X SSC (Thermo Scientific), and then mounted with 200  $\mu$ L of 2x SCC and a thin glass coverslip (22x22mm).

For the single-cycle experiment in supplementary figure 2, uncaging was performed on a SP5 Leica confocal system fitted with a 30mW 405nm solid state laser, illuminating for 2 minutes (“1” shape) and 5 minutes (“2” shape) with the 405nm laser at maximum power through a 10X objective. After uncaging the slide was imaged in the cy3 channel using the 514nm laser line to detect the removal of the fluorophore in the uncaged areas. The slide was then washed 3 times for 5 minutes each in 2X SSC. Oligos *lig\_test\_onbridge1\_fw\** and *lig\_test\_onbridge1\_rev* were annealed by mixing them at 45  $\mu$ M final concentration in 2X SSC and running the following program in a thermocycler: 1) 95°C for 5 minutes, 2) ramp down to 65 at 0.1C/second, 3) hold at 65C for 5 minutes, 4) ramp down to 12C at 0.1C/second, 5) hold at 12°C. A ligation mix was then prepared with the annealed index oligos (2.7  $\mu$ M), T4 ligase (100 U/ $\mu$ L, NEB) in 1x DTT free ligation buffer in a final volume of 50  $\mu$ L. Any excess liquid from previous washes was removed from the slides, and 50 $\mu$ L of ligation mix were added to the marked uncaged area, covered with a coverslip and incubated for 60 minutes at 25°C in a humid chamber. After ligation, the slide was washed in 2X SSC for five minutes three times, in 0.2X SSC for five minutes once, and then in 0.2X SSC overnight. The following day the slide was imaged in the cy3 and cy5 channels using the 514nm and 633nm laser lines to detect the cy5-positive ligation products.

For the 4-cycle experiment, uncaging was performed as above illuminating for 15 minutes with the 405nm laser at maximum power. The sixteen barcode areas were first defined as separate square ROIs, then selected appropriately for each uncaging cycle. After uncaging, the slides were imaged as above (cy3 and Cy5 channels) and then washed for 5 minutes in 2x SSC, 5 minutes in 0.2x SSC, and 5 minutes in 1x DTT free ligation buffer (50 mM TrisHCl pH7.4, 10 mM MgCl<sub>2</sub>, 1 mM ATP). The index oligos for each ligation were annealed as above (BL736/BL641, BL737/BL644, BL646/BL642, BL647/BL643). The ligation mix was prepared with the annealed index oligos (2.7  $\mu$ M), T4 ligase (100 U/ $\mu$ L, NEB) in 1x DTT free ligation buffer in a final volume of 50  $\mu$ L. Any excess liquid from previous washes was removed from the slides, and 50  $\mu$ L of ligation mix were added to the marked uncaged area, covered with a coverslip, and incubated for 60 minutes at 25°C in a humid chamber. After ligation, the slides were washed 10 minutes in 2x SSC, 5 minutes in 2x SSC + 10% Ethylene Carbonate, 5 minutes in 2x SSC, then mounted with 200  $\mu$ L of 2x SSC for the additional round of uncaging and imaged in the cy3, cy5 and FITC channels.

For the resolution measurement experiment in figure 1, acrylamide-modified slides coated with the root oligos were prepared as described in the section above. The slide was then clamped in the flow-cell of the automated LightScribe instrument (described below in the methods) and, after focusing, illuminated with an uncaging profile featuring a regular grid alternating lines of 1px and 2px thickness, as well as 1px dots. Illumination was performed for 2 minutes with a current setting of 10,000 mA, corresponding to a light flux of approx 0.39 W/mm<sup>2</sup> and to a total delivered energy of ~47 J/mm<sup>2</sup>. After uncaging, the slide was removed from the lighscribe device and washed once for 10 minutes in 2X SSC, once for 5 minutes in 2X SSC / 10% ethylene carbonate, and once for 5 minutes in 2X SSC. After a final wash in 1X T4 ligase buffer for 5 minutes, ligation was performed for 1h using oligo pair BL646/BL642 using the same protocol described above, with the difference that regular 1X T4 ligase buffer was used (including DTT). After ligation, the slide was washed further once in 2X SSC for 10 minutes, once in 2X SSC / 10% ethylene carbonate for 5 minutes, and once in 2X SSC for 5 minutes, before imaging.

All experiments were imaged on a Leica Dmi8 microscope equipped with a solid-state white light source (Lumencor SOLA) and filter sets for DAPI, FITC, TRITC and cy5.

### Resolution and contrast measurement

Uncaging/ligation resolution measurement was conducted on a slide uncaged in a grid/dot pattern as described in the section above. All analysis was conducted using the *figi* software. First, an intensity profile was obtained across either five of the 1px lines or five of the 1x dots in the image. A gaussian function was then fitted to the profile, and the full-width at half maximum of the peak was calculated after correcting for background signal.

Contrast was calculated by measuring average signal intensity for five uncaged areas and for five non-uncaged areas within the projector field of view, and calculating the ratio between the two after subtracting signal background obtained from five “dark” regions outside the projector field of view.

### **Multiple ligations on beads**

Sepharose NHS beads (50  $\mu$ L of resin bed) were washed twice in 20 volumes of 1 mM HCl, and twice in 20 volumes of 2x Coupling Buffer (100 mM Sodium Borate pH 8.5). After the last wash, the resin bed was resuspended in 2 volumes of 50  $\mu$ M of 5' amino modified oligo (PolyT\_root\_probe\_v2). The beads were functionalized for 4 hrs at room temperature with constant rotation. The reaction was blocked by adding 20  $\mu$ L of 1M Tris-HCl pH 8 and rotating the beads for additional 30 minutes at room temperature. The beads were washed four times for 5 minutes in 100 mM Tris-HCl pH 8 and either used immediately or stored in 1x Storage buffer (100 mM Tris-HCl pH 8, 2.5 mM EDTA) for up to 1 month at 4°C. Prior to the ligations, all oligos purchased with a 5' phosphate were additionally enzymatically phosphorylated with 0.2 U/ $\mu$ L T4 PNK, 1 mM ATP, 0.5  $\mu$ M 5'P oligo in 1x PNK reaction buffer for 30 minutes at 37°C, and then heat-inactivated for 20 minutes for 60°C. Samples corresponding to a different number of serial ligation cycles were processed in parallel, removing one sample at each cycle for analysis. For each sample, 12.5  $\mu$ L of functionalized bead resin were washed twice in 1x Hybridization buffer (2x SSC, 10% Ethylene Carbonate in H<sub>2</sub>O) and hybridized with 100  $\mu$ L of a 3' Cy5 labelled 5'P oligo root (BL92) (1  $\mu$ M in 1x Hybridization buffer) for 30 minutes at room temperature with constant rotation. To remove any free fluorescent oligo, the beads were washed 3 times for 10 minutes in 1x Hybridization buffer, and 2 times for 5 minutes in 2x SSC with constant rotation. The index oligos for the ligations were annealed at 45  $\mu$ M final in 2x SCC in the following pairs: BL46-PNK/BL45 (cycles 1, 3, 5, 7) and BL47-PNK/BL48 (cycles 2, 4, 6). The annealing thermocycler conditions were as follows: 95°C for 5 minutes, ramp down to 65°C at 0.1°C /sec, 65°C for 5 minutes, ramp down to 4°C at 0.1°C /sec, hold at 4°C. For each cycle of ligation, a ligation mix (20  $\mu$ L) was prepared with annealed index oligos (2.7  $\mu$ M) alternating BL46/45 and BL48/47, T4 ligase (100U/ $\mu$ L, NEB) in 1x T4 ligation buffer in a final volume of 20  $\mu$ L and added directly to the beads. The ligation reactions were incubated for 30 minutes at room temperature with constant rotation, and then washed 3 times for 5 minutes in 2x SSC. After the serial ligations, the ligated products were denatured from the beads by boiling the beads at 95°C for 5 minutes in 1x RNA loading dye (47.5% formamide, 0.01% SDS, 0.01% bromophenol blue, 0.5 mM EDTA). The beads were centrifuged and the supernatant run on a 15% TBE-Urea gel. Images of the gels were acquired with an Amersham Typhoon.

### **Animal housing**

All animal procedures were performed in accordance with the Animal (Scientific Procedures) Act 1986 under UK Home Office project license PAD85403A. Animals were housed under standard husbandry conditions per UK Home Office and Institute regulations. Individually ventilated cages housed four to five animals under a 12-h light, 12-h dark cycle at the CRUK Cambridge Institute animal facility. Relative humidity was kept between 45 and 65% with a temperature range of 20-24°C. Animals had free access to water and pelleted food. Embryos samples were taken at embryonic day 16.5 from ethically euthanized pregnant dams following timed mating. Adult samples were collected from ethically euthanized 8-12 month-old animals.

### **Tissue collection and Histology**

For embryo collection, pregnant dams were euthanized by CO<sub>2</sub> overdose with exposure to gas in rising concentration followed by cervical dislocation. Embryos were euthanized by cooling on ice followed by decapitation. Heads were frozen in OCT resin by immersion in a dry ice/isopentane bath followed by storage at -80°C. For adult brain collection, mice were euthanized by cervical dislocation followed by confirmation of death by permanent cessation of circulation. Animals were

then decapitated, and the brain dissected and frozen in OCT resin and stored as above. Cryosections were cut using a Leica CM3050S cryostat under RNase free conditions. The instrument was wiped with RNase-ZAP prior to use and between different blocks. A different blade was used for each block. Sample blocks were equilibrated to the chamber temperature for 15 minutes prior to sectioning, and then mounted on the object holder. Sections were cut at a thickness of 10  $\mu$ m and collected on RNase-free SuperFrost Plus microscope slides (one section per slide). Slides were left at room temperature for 20-30 seconds to help tissue adhesion and then stored on dry ice (short term) or at -80°C (long term). Sections to be processed in the Laser-Capture microdissection workflow were collected on PEN membrane glass slides (Leica) and processed/stored similarly.

### Multiple ligations on tissue

All steps were performed under RNase-free conditions. Cryosections of adult liver were retrieved from cold storage and equilibrated for 5 minutes at room temperature and then heated for 5 minutes at 37°C on a metal heat block. Pap-pen was used to draw an hydrophobic boundary around each section, and let dry for 5 minutes at room temperature. Sections were incubated with 500  $\mu$ L PBS to dissolve and remove the OCT embedding matrix and fixed with 500  $\mu$ L of 0.2% PFA in PBS for exactly 5 minutes at room temperature. Fixation was quenched by removing the PFA and promptly adding 1.25 M Glycine in PBS, one quick wash and one wash for 5 minutes at room temperature. After washing twice in 1x wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine, 1x proteinase inhibitor cocktail) for 5 minutes each, the sections were permeabilized in Permeabilization buffer (0.01% IGEPAL, 0.01% Digitonin in 1x Wash buffer) for 5 minutes at room temp, and then washed in 1x Wash buffer twice for 5 minutes. The permeabilized section were heated for 5 minutes in pre-warmed 1x PBS at 65°C in the hybridization oven, and then snap-cooled in ice-cold PBS on ice for 10 minutes. For each slide, a mock RT mix was prepared as follows to hybridize a root for sequential ligations. A first mix (14  $\mu$ L) containing 2.5  $\mu$ L of dNTPs (stock 10 mM each), 1.5  $\mu$ L of poly-T root (100  $\mu$ M stock) in water was denatured for 5 minutes in 65°C and the snap cooled on ice for >2 minutes. A second mix (36  $\mu$ L) was prepared with 10  $\mu$ L of 5x SuperScript-IV buffer, 1  $\mu$ L of RNasin, 2.5  $\mu$ L of 100 mM DTT in nuclease free water and added to the first mix. Any excess PBS was removed from the slides, and 50  $\mu$ L of mock RT mix was added directly on top of the sections, which were then covered with a 22x22 mm coverslip and incubated overnight (~16hrs) at 42°C in a sealed humid chamber. Prior to the ligations, all oligos purchased with a 5' phosphate (BL611, BL604 and BL603) were additionally enzymatically phosphorylated with T4 PNK (1.6 U/ $\mu$ L), ATP (1 mM), 5'P oligo (50  $\mu$ M) in 1x T4 reaction buffer for 60 minutes at 37°C and then heat-inactivated for 20 minutes for 60°C. The oligos were purified through a G25 resin column following the manufacturer standard protocol. The index oligos for the ligations were annealed at 30  $\mu$ M final in 2x SSC in the following pairs: BL604-PNK/BL585 (cycles 1 and 3) and BL603-PNK/BL583 (cycle 2). The annealing thermocycler conditions were as follows: 95°C for 5 minutes, ramp down to 65°C at 0.1°C /sec, 65°C for 5 minutes, ramp down to 4°C at 0.1°C /sec, hold at 4°C. The slides were retrieved from the mock RT reaction, and washed twice in PBS, once in 2x SSC and once in 2x SSC + 10% EC for 5 minutes each at room temperature. The fluorescent ligation root was hybridized to the poly-T root by incubating the sections with 500  $\mu$ L of 12.5nM BL611-PNK in 2x SSC + 10%EC for 30 minutes at room temperature. The sections were washed 3 times in 2x SSC and used for serial ligations. For each number of cycles, we processed two slides in parallel as replicates. For each cycle of ligation, a ligation mix (25  $\mu$ L) was prepared with annealed index oligos (3  $\mu$ M, alternating BL604/585 and BL603/583 as appropriate), T4 ligase (100 U/ $\mu$ L, NEB) in 1x T4 ligation buffer, added directly to the sections and covered with a 22x22mm glass coverslip. The ligation reactions were incubated for 30 minutes at 25°C in a humid chamber, and then washed 3 times for 5 minutes in 2x SSC. After the serial ligations, the ligated products were denatured from the sections by boiling the slides at 95°C for 15 minutes in 100  $\mu$ L of 1x RNA loading dye (47.5% formamide, 0.01% SDS, 0.01% bromophenol blue, 0.5 mM EDTA) on a flat heat block under humid conditions. The RNA loading dye was retrieved (~80  $\mu$ L) in a PCR tube,

additionally denatured for 10 minutes at 95°C and run on a 8% TBE-Urea gel. Images of the gels were acquired with an Amersham Typhoon.

In the survey of tissue fixation conditions, the fixation step was changed to 0.5% PFA in PBS for exactly 5 minutes, 4% PFA in PBS for exactly 5 minutes, or 4% PFA in PBS for exactly 15 minutes. An additional condition included a first fixation with 0.5% PFA in PBS for exactly 5 minutes and subsequently a post-fixation in chilled (-20°C) 70% ethanol for 7 minutes. In the survey of ligation additives, the following were added to the ligation mix: 4% final Bovine serum albumin (molecular biology grade), 0.01% final Triton X-100, or 100 µg/mL yeast tRNAs. For these experiments, only one cycle of ligations was performed.

### **Laser Capture microdissection on E16.5 mouse brain**

Tissue sections from E16.5 mouse embryos (as described in the “Animal housing” section) were cut as described in the “Tissue collection” section. Sections were stained with Haematoxylin/Eosin using the following fast procedure: 1) 40 seconds in 75% ethanol, 2) 30 seconds in mQ water, 3) 30 seconds in Harris’ modified Haematoxylin solution (Sigma HHS16), 4) 3x 30 seconds in mQ water, 5) 30 seconds in a 1:1000 dilution of 28% Ammonium Hydroxide (Sigma 338818) in mQ water, 6) 10 seconds in 5% Eosin Y solution (Sigma 318906), 7) 30 seconds each in 70%, 95% and 100% ethanol, 7) 2x 20 seconds in Xylene. The stained sections were imaged and cut on a Leica LMD6000 LCM microscope. Areas corresponding to the sub-ventricular zone and to the cortex (matching the illumination areas for the BALI experiment) were used for cutting. Tissue fragments were collected in the caps of 0.5ml RNase-free tubes in 50 µl of lysis solution from the RNAqueous microRNA extraction kit (Thermo Scientific). RNA extraction was performed according to the RNAqueous micro kit protocol for LCM extraction. In short: 1) 50 µl of lysis buffer were added to the 50 µl including the sample, and the tube was incubated at 42°C for 30 minutes, 2) the collection column was pre-wetted with 30 µl lysis solution, 3) 3 µl LCM additive were added to each sample, 4) 129 µl of 100 µl Ethanol were added to each sample, 5) the samples were bound to the collection column, and the column was washed with 180 µl wash solution 1 and twice with 180 µl of wash solution 2/3, 6) RNA was eluted with a 5 minute incubation step with 10 µl of pre-heated (95°C) elution solution. Purified RNA was treated with DNase using the optional DNase treatment step in the RNAqueous kit: 1) 1 µL of DNaseI buffer and 1 µL of DNase enzyme were added to each sample, 2) samples were incubated for 20 minutes at 37°C, 3) 2 µL of DNase inactivation reagent were added to each sample, and the inactivated DNaseI was removed by centrifugation. RNA abundance and quality were evaluated by Agilent Tapestation (DNA5000 High-Sensitivity screentape). RNA sequencing libraries were prepared using the NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina (NEB) according to the recommended protocol using 1 ng RNA as input material. Library quality and abundance was measured by Tapestation (DNA5000 screentape) and qPCR (KAPA Illumina library quantification kit). Libraries were sequenced on a NextSeq500 instrument using paired end 75nt reads.

### **In situ RNA-seq**

*Tissue preparation and RT:* All steps were performed under RNase-free conditions. Cryosections of embryonic E16.5 brain (coronal plane) were retrieved from cold storage and equilibrated for 5 minutes at room temperature and then heated for 5 minutes at 37°C on a metal heat block. Pappen was used to draw a hydrophobic boundary around each section and let dry for 5 minutes at room temperature. Sections were incubated with 500 µL PBS to dissolve and remove the OCT embedding matrix and fixed with 500 µL of 0.5% PFA in PBS for exactly 5 minutes at room temperature. Fixation was quenched by removing the PFA and promptly adding 1.25M Glycine in PBS, one quick wash and one wash for 5 minutes at room temperature. After washing twice in PBS for 5 minutes each, the sections were permeabilized in Permeabilization buffer (0.5% TritonX100 in PBS) for 15 minutes at room temp, and then washed in PBS 3 times for 5 minutes. The sections were incubated with 0.1N HCl for 5 minutes and washed 3 times in PBS (two quick washes, one 5

minutes wash). The section were heated for 5 minutes in pre-warmed PBS at 65°C in an hybridization oven, and then snap-cooled in ice-cold PBS on ice for 10 minutes. From this point onwards all steps performed in light protected conditions. For each slide, an first RT mix (14uL) was prepared containing 2.5 µL of dNTPs (stock 10 mM each), 1.5µL of caged RT primer (BL621, 100 µM stock) in water, denatured for 5 minutes in 65C and the snap cooled on ice for >2 minutes. A second RT mix (36 µL) was prepared with 10 µL of 5x SuperScript-IV buffer, 2.5 µL SuperScript-IV enzyme, 1 µL of RNAsin, 3 µL of 100 µM TSO oligo (BL617), 5 µL of 5M Betaine, 0.5 µL ET-SSB, 2.5 µL of 100 mM DTT in nuclease free water, and added to the first mix, up to a total RT reaction volume of 50uL. Any excess PBS was removed from the slides, and 50 µL of RT mix was added directly on top of the sections, which were then covered with a 22x22 mm coverslip and incubated overnight (~16hrs) at 42°C in a sealed humid chamber.

*Barcoding:* The index oligos for the ligations were annealed at 45uM final in 2x SCC in the following pairs: BL599/BL623 (cycle 1, SZV) and BL601/BL624 (cycle 1, cortex). The annealing thermocycler conditions were as follows: 95°C for 5 minutes, ramp down to 65°C at 0.1°C /sec, 65°C for 5 minutes, ramp down to 4°C at 0.1°C /sec, hold at 4°C. The slides were retrieved from the RT reaction, washed one in PBS then twice in 2x SSC for 5 minutes each. Nuclei were stained by incubating the section with Draq5 (1:1000 dilution in 2x SSC) for 10 minutes, and then washed 2 times for 5 minutes in 2x SSC. Since the RT primer was directly caged, we proceed with two consecutive rounds of uncaging/ligation to mark the SVZ and cortex areas (bilaterally). For the uncaging, the slides were mounted with 200 µL of 2x SSC and a thin glass coverslip (22x22mm). The uncaging was performed on a SP5 Leica confocal system fitted with a 30mW 405nm solid state laser, illuminating each ROI for 5 minutes with the 405nm laser at maximum power. The slides were washed in 2x SSC, once quickly and once for 5 minutes, and then incubated for 5 minutes in 1x Ligation buffer (50 mM TrisHCl pH7.4, 10 mM MgCl<sub>2</sub>, 10 mM DTT, 1mM ATP). For each sample, a ligation mix (50 µL) was prepared as follows: index oligos (3 µM, alternating BL599/BL623 and BL624/BL601 as appropriate), T4 ligase (100U/ µL, NEB) in 1x T4 ligation buffer. The ligation mix was added directly to the sections, covered with a 22x22mm glass coverslip, and the reactions were incubated for 30 minutes at 25°C in a humid chamber. The slides were then washed in 2x SSC + Draq5 (1:1000) once for 10 minutes, 2x SSC + 10%EC once for 5 minutes and 2x SSC once for 5 minutes. After the serial ligations, a hybridization chamber was mounted on the slides, and the sections were lysed in 200 µL of Lysis Buffer (0.8 U/mL in RIPA buffer) at 60°C overnight (~16 hrs) in a sealed humid chamber. All the following steps were not light protected anymore.

*Library preparation:* The lysate was collected and purified with MinElute Reaction Clean-up column (Qiagen), and eluted in 25 µL of EB buffer. A small aliquot of the lysate (2 µL) was used as input for a qPCR to measure the optimal cycling conditions for the amplification of the libraries. The qPCR reaction was set up as follows: 2 µL of purified lysate, 25 µL of 2x Q5 master mix, 0.25 µL of 50 µM universal forward Truseq primer, 0.5 µL of 50 µM index A012 Truseq primer 2.5 µL of 20x EVA-Green. The cycling protocol was 98°C for 3 minutes, 40 cycles of 98°C for 15 seconds, 68°C for 20 seconds, 72°C for 20 seconds, plate reading step. The number of cycles required to reach 1/3 of the maximum signal was selected for the final amplification of the libraries. The final amplification reaction was set as follows: 10 µL of purified lysate, 25 µL of 2x Q5 master mix, 0.25 µL of 50 µM universal forward Truseq primer, 0.5 µL of 50 µM index A0XX Truseq primer, 2.5 µL of 20x EVA-Green. The cycling conditions were the same as the qPCR. The PCR reactions were purified with AmpureXP beads (0.8x) and eluted in 20 µL of EB buffer. The libraries were analyzed on a Tapestation (D5000 cartridge) and quantified with KAPA library quantification kit prior to pooling. Sequencing was performed on a Novaseq (Illumina) instrument.

### **Transposome assembly**

The adapters for transposome assembling were annealed at 50 µM each in 1x Annealing buffer (40 mM TrisHCl pH 8.0, 50 mM NaCl) with the following thermocycling protocol: 95°C for 5 minutes, ramp down to 65°C at 0.1°C /sec, 65°C for 5 minutes, ramp down to 4°C at 0.1°C /sec, hold at 4°C. The oligos pairs used were BL699/BL538 (BALI-adaptor, universal ligation root) and BL515/BL538

(A-adapter, single modality ATAC) or BL749/BL538 (A-adapter, multi-omics). The transposomes were assembled by mixing 3  $\mu$ L of annealed BALI-adapter, 3  $\mu$ L of annealed A-adapter, 6  $\mu$ L of unloaded Tn5 and incubating the mix at 23°C for 30 minutes and then used immediately afterwards.

## In situ ATAC

*Tissue preparation and transposition:* Cryosections of adult brain were retrieved from cold storage and equilibrated for 5 minutes at room temperature and then heated for 5 minutes at 37°C on a metal heat block. Pap-pen was used to draw a hydrophobic boundary around each section, and let dry for 5 minutes at room temperature. Sections were incubated with 500  $\mu$ L PBS to dissolve and remove the OCT embedding matrix, and fixed with 500  $\mu$ L of 0.5% PFA in PBS for exactly 5 minutes at room temperature. Fixation was quenched by removing the PFA and promptly adding 1.25M Glycine in PBS, one quick wash and one wash for 5 minutes at room temperature. After washing twice in PBS for 5 minutes each, the sections were permeabilized in Permeabilization buffer (10 mM TrisHCl pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.01% Tween-20, 0.01% IGEPAL, 0.001% Digitonin, 1% BSA, 10  $\mu$ L murine RNase Inhibitor) for 15 minutes at room temperature. The sections were washed in 1x Wash Buffer (10 mM TrisHCl pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% Tween-20, 1% BSA, 10  $\mu$ L murine RNase Inhibitor) once quickly and once for 5 minutes, then in PBS twice for 5 minutes. For each section, 200  $\mu$ L of transposition mix were prepared as follows: 2  $\mu$ L of loaded Tn5 in 10 mM Tris-HCl pH 7.6, 5 mM MgCl<sub>2</sub>, 10% Dimethyl Formamide, 0.33x PBS, 0.1% Tween-20, 0.01% Digitonin. Each section was sealed with an adhesive hybridization chamber and incubated with 200  $\mu$ L of tagmentation mix for 35 minutes at 37°C in a humid chamber. The slides were retrieved and washed with 40 mM EDTA once quickly, and once for 5 minutes, then 3 times in 1x PBS for 5 minutes each and 2 times in 2x SSC for 5 minutes each.

*Barcoding:* The index oligos for the ligations were annealed at 45  $\mu$ M final in 1xSSC in the following pairs: BL680/BL676 (cycle 1, bulk), BL681/BL677 (cycle 2, bulk), BL683/BL642 (cycle 3, bulk), BL732/BL601 (cycle 4A, Dentate Gyrus), BL733/BL677 (cycle 4B, cortex), BL732/BL641 (cycle 1, single ligation bulk). The annealing thermocycler conditions were as follows: 95°C for 5 minutes, ramp down to 65°C at 0.1°C/sec, 65°C for 5 minutes, ramp down to 4°C at 0.1°C/sec, hold at 4°C. The spatial barcodes were encoded in the tissue with the following protocol, which was conducted under light protected condition for its entirety: cycle 1 ligation, cycle 2 uncaging (bulk), cycle 2 ligation, cycle 3 uncaging (bulk), cycle 3 ligation, cycle 4A uncaging (Dentate Gyrus), cycle 4A ligation, cycle 4B uncaging (cortex), cycle 4B ligation. Bulk uncaging was performed with a UV transilluminator fitted with 365 nm bulbs for 15 minutes at room temperature, with the section covered with 500  $\mu$ L of 2x SSC. Spatial uncaging was performed on a SP5 Leica confocal system fitted with a 30mW 405nm solid state laser, illuminating each ROI for 10 minutes with the 405nm laser at maximum power. Following uncaging, the slides were washed in 2x SSC, once quickly and once for 5 minutes. Ligations were performed as follows. Sections were incubated for 5 minutes in 1x Ligation buffer (50 mM TrisHCl pH7.4, 10 mM MgCl<sub>2</sub>, 10 mM DTT, 1mM ATP). For each sample, a ligation mix (50  $\mu$ L) was prepared as follows: index oligos (3  $\mu$ M), T4 ligase (100 U/ $\mu$ L, NEB) in 1x T4 ligation buffer. The ligation mix was added directly to the sections, covered with a 22x22mm glass coverslip, and the reactions were incubated for 30 minutes (45 minutes for cycle 1) at 25°C in a humid chamber. The slides were then washed in 2x SSC + Draq5 (1:1000) once for 10 minutes, 2x SSC + 10%EC once for 5 minutes and 2x SSC once for 5 minutes. After the serial ligations, an adhesive hybridization chamber was mounted on the slides, and the sections were lysed in 200  $\mu$ L of Lysis Buffer (0.8 U/mL in RIPA buffer) at 60°C overnight (~16 hrs) in a sealed humid chamber.

*Library preparation:* All the following steps were not carried out under light protected conditions. The lysate was collected and purified with MinElute Reaction Clean-up column, and eluted in 25  $\mu$ L of EB buffer. Libraries were amplified via quantitative PCR as follows. For each sample, a 50  $\mu$ L PCR mix was prepared mixing 5  $\mu$ L of purified sample, 25  $\mu$ L of 2x Q5 Mastermix, 1.25  $\mu$ L of 50  $\mu$ M P5 primer (BL727), 1.25  $\mu$ L of 50  $\mu$ M indexed P7 primer (TruSeq A0XX) in nuclease free water. The reaction was incubated in a thermocycler at 72°C for 5 minutes (gap-fill), 98°C for 3 minutes, then 5 cycles at 98°C for 20 seconds, 68°C for 20 seconds, 72°C for 20 seconds. The

pre-amplified products was kept on ice, and 5  $\mu$ L were used as input for qPCR to determine the optimal number of additional cycles. The qPCR reactions were set up as follows: 5  $\mu$ L of the pre-amplified material, 5  $\mu$ L of 2x Q5 master mix, 0.25  $\mu$ L of 50  $\mu$ M P5 primer (BL727), 1.25  $\mu$ L of 50  $\mu$ M indexed P7 primer (TruSeq A0XX), 2.5  $\mu$ L of 20x EVA-Green in nuclease free water. The cycling protocol was 98°C for 3 minutes, 40 cycles of 98°C for 20 seconds, 68°C for 20 seconds, 72°C for 20 seconds with a plate reading step. The number of cycles required to reach 1/3 of the amplification curve plateau was selected for the final amplification of the libraries. The PCR reactions were purified with AmpureXP beads (0.8x) and eluted in 20  $\mu$ L of EB buffer. The libraries were analyzed on a Tapestation (D5000 cartridge) and quantified with KAPA library quantification kit prior to pooling. Sequencing was performed on a Novaseq (Illumina) instrument.

## In situ multi-omics

*Tissue preparation, transposition and RT:* All steps were performed under RNase-free conditions. Cryosections of adult brain were retrieved from cold storage and equilibrated for 5 minutes at room temperature and then heated for 5 minutes at 37°C on a metal heat block. Pap-pen was used to draw a hydrophobic boundary around each section, and let dry for 5 minutes at room temperature. Sections were incubated with 500  $\mu$ L PBS to dissolve and remove the OCT embedding matrix, and fixed with 500  $\mu$ L of 0.5% PFA in PBS for exactly 5 minutes at room temperature. Fixation was quenched by removing the PFA and promptly adding 1.25 M Glycine in PBS, one quick wash and one wash for 5 minutes at room temperature. After washing twice in PBS for 5 minutes each, the sections were permeabilized in Permeabilization buffer (10 mM TrisHCl pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.01% Tween-20, 0.01% IGEPAL, 0.001% Digitonin, 1% BSA, 10  $\mu$ L murine RNase Inhibitor) for 15 minutes at room temp. The sections were washed in 1x Wash Buffer (10 mM TrisHCl pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% Tween-20, 1% BSA, 10  $\mu$ L murine RNase Inhibitor) once quickly and once for 5 minutes, then in PBS twice for 5 minutes. For each section, 200  $\mu$ L of transposition mix were prepared as follows: 2  $\mu$ L of loaded Tn5 in 10 mM Tris-HCl pH 7.6, 5 mM MgCl<sub>2</sub>, 10% Dimethyl Formamide, 0.33x PBS, 0.1% Tween-20, 0.01% Digitonin. Each section was sealed with an adhesive hybridization chamber and incubated with 200  $\mu$ L of tagmentation mix for 35 minutes at 37°C in a humid chamber. The slides were retrieved and washed with 40 mM EDTA once quickly, and once for 5 minutes, then with PBS for 3 times for 5 minutes. The sections were heated for 5 minutes in pre-warmed PBS at 65°C in a hybridization oven, and then snap-cooled in ice-cold PBS on ice for 10 minutes. For each slide, a first RT mix (14  $\mu$ L) was prepared containing 2.5  $\mu$ L of dNTPs (stock 10 mM each), 1.5  $\mu$ L of phosphorylated RT primer (BL730, 100  $\mu$ M stock) in water, denatured for 5 minutes in 65°C and the snap cooled on ice for >2 minutes. A second RT mix (36  $\mu$ L) was prepared with 10  $\mu$ L of 5x SuperScript-IV buffer, 2.5  $\mu$ L SuperScript-IV enzyme, 1  $\mu$ L of RNAsin, 3  $\mu$ L of 100  $\mu$ M TSO oligo (BL617), 5  $\mu$ L of 5M Betaine, 2.5  $\mu$ L of 100 mM DTT in nuclease free water, and added to the first mix, up to a total RT reaction volume of 50  $\mu$ L. Any excess PBS was removed from the slides, and 50  $\mu$ L of RT mix was added directly on top of the sections, which were then covered with a 22x22 mm coverslip and incubated overnight (~16hrs) at 42°C in a sealed humid chamber.

*Barcoding:* The slides were retrieved from the RT reaction, washed one in 1x PBS then twice in 2x SSC for 5 minutes each. The index oligos for the ligations were annealed at 45  $\mu$ M final in 1x SSC in the following pairs: BL680/BL676 (cycle 1, bulk), BL681/BL677 (cycle 2, bulk), BL683/BL642 (cycle 3, bulk), BL732/BL601 (cycle 4A, Dentate Gyrus), BL733/BL677 (cycle 4B, CA1), BL732/BL641 (cycle 1, single ligation bulk). The annealing thermocycler conditions were as follows: 95°C for 5 minutes, ramp down to 65°C at 0.1°C /sec, 65°C for 5 minutes, ramp down to 4°C at 0.1°C /sec, hold at 4°C. The spatial barcodes were encoded in the tissue with the following protocol, which was conducted under light protected condition for its entirety: cycle 1 ligation, cycle 2 uncaging (bulk), cycle 2 ligation, cycle 3 uncaging (bulk), cycle 3 ligation, cycle 4A uncaging (Dentate Gyrus), cycle 4A ligation, cycle 4B uncaging (CA1), cycle 4B ligation. Bulk uncaging was performed with a UV transilluminator fitted with 365 nm bulbs for 15 minutes at room temperature, with the section covered with 500  $\mu$ L of 2x SSC. Spatial uncaging was performed on a SP5 Leica confocal system fitted with a 30mW 405nm solid state laser, illuminating each ROI for 10 minutes

with the 405nm laser at maximum power. Following uncaging, the slides were washed in 2x SSC, once quickly and once for 5 minutes. Ligations were performed as follows. Sections were incubated for 5 minutes in 1x Ligation buffer (50 mM TrisHCl pH7.4, 10 mM MgCl<sub>2</sub>, 10 mM DTT, 1mM ATP). For each sample, a ligation mix (50  $\mu$ L) was prepared as follows: index oligos (3  $\mu$ M, as appropriate), T4 ligase (100 U/ $\mu$ L, NEB) in 1x T4 ligation buffer. The ligation mix was added directly to the sections, covered with a 22x22mm glass coverslip, and the reactions were incubated for 30 minutes (45 minutes for cycle 1) at 25°C in a humid chamber. The slides were then washed in 2x SSC + Draq5 (1:1000) once for 10 minutes, 2x SSC + 10%EC once for 5 minutes and 2x SSC once for 5 minutes. After the serial ligations, an adhesive hybridization chamber was mounted on the slides, and the sections were lysed in 200  $\mu$ L of Lysis Buffer (0.8 U/mL in RIPA buffer) at 60°C overnight (~16 hrs) in a sealed humid chamber.

*Lysis and DNA-RNA library separation:* All the following steps were not carried out under light protected conditions. The lysate (200  $\mu$ L) was collected and an aliquot (150  $\mu$ L) was treated with 10  $\mu$ L of 100 mM PMSF for 10 minutes at room temperature to inactivate the proteinase K prior to biotin pulldown to separate the Tn5 fragments (biotinylated) from cDNA. For each sample, 10uL of MyOne C1 beads were washes 3 times in 1xB&W-T buffer, and then resuspended in 150  $\mu$ L of 2xB&W-T buffer. The lysate was then added and incubated with the beads for 60 minutes at room temperature. After this Incubation we collected the supernatant as our cDNA enriched fraction for RNA libraries, while the beads represented our Tn5 fragments enriched fraction for ATAC libraries.

*Library preparation – DNA:* The beads were washed 3 times in 1xB&W-T buffer for 5 minutes, once in 1xST buffer for 5 minutes and then directly used as input for library amplification via precise PCR as follows. For each sample, a 50  $\mu$ L PCR mix was prepared mixing 25  $\mu$ L of 2x Q5 Mastermix, 2.5  $\mu$ L of 10  $\mu$ M P5 primer (BL727), 2.5  $\mu$ L of 10  $\mu$ M indexed P7 primer (TruSeq A0XX) in nuclease free water, and adding it directly to the washed bead pellet. The reaction was incubated in a thermocycler at 72°C for 5 minutes (gap-fill), 98°C for 3 minutes, then 5 cycles at 98°C for 20 seconds, 68°C for 20 seconds, 72°C for 20 seconds. The pre-amplified products was kept on ice, and 5  $\mu$ L were used as input for qPCR to determine the optimal number of additional cycles, The qPCR reactions were set up as follows: 5  $\mu$ L of the pre-amplified material (after removal of the beads), 5  $\mu$ L of 2x Q5 master mix, 0.5  $\mu$ L of 10  $\mu$ M P5 primer (BL727), 0.5  $\mu$ L of 10  $\mu$ M indexed P7 primer (TruSeq A0XX), 2.5  $\mu$ L of 20x EVA-Green in nuclease free water. The cycling protocol was 98°C for 3 minutes, 40 cycles of 98°C for 20 seconds, 68°C for 20 seconds, 72°C for 20 seconds with a plate reading step. The number of cycles required to reach 1/3 of the amplification curve plateau was selected for the final amplification of the libraries. The PCR reactions were purified with AmpureXP beads (1.2x) and eluted in 20  $\mu$ L of EB buffer. The libraries were analyzed on a Tapestation (D5000 cartridge) and quantified with KAPA library quantification kit prior to pooling. Sequencing was performed on a Novaseq (Illumina) instrument.

*Library preparation – RNA:* Separately, the cDNA fraction was purified using Monarch Reaction clean-up columns and eluted in 12.5uL. The cDNA was treated with RNaseH by adding 1.5  $\mu$ L of 10x RNaseH buffer and 1  $\mu$ L RNaseH enzyme to each sample, and then incubating the mix at 37°C for 30 minutes, 65°C for 20 minutes. The cDNA was amplified to via precise PCR as follows. For each sample, a 50  $\mu$ L PCR mix was prepared mixing 15  $\mu$ L of RNaseH treated sample, 25  $\mu$ L of 2x Q5 Mastermix, 2.5  $\mu$ L of 10  $\mu$ M forward primer (BL753), 2.5  $\mu$ L of 10  $\mu$ M reverse primer (BL752) in nuclease free water. The reaction was incubated in a thermocycler at 98°C for 3 minutes, then 5 cycles at 98°C for 15 seconds, 67°C for 20 seconds, 72°C for 60 seconds. The pre-amplified products was kept on ice, and 5  $\mu$ L were used as input for qPCR to determine the optimal number of additional cycles, The qPCR reactions were set up as follows: 5  $\mu$ L of the pre-amplified material, 5  $\mu$ L of 2x Q5 master mix, 0.5  $\mu$ L of 10  $\mu$ M forward primer (BL753), 0.5  $\mu$ L of 10  $\mu$ M reverse primer (BL752), 2.5  $\mu$ L of 20x EVA-Green in nuclease free water. The cycling protocol was 98°C for 3 minutes, 40 cycles of 98°C for 15 seconds, 67°C for 20 seconds, 72°C for 60 seconds with a plate reading step. The number of cycles required to reach 1/3 of the amplification curve plateau was selected for the final amplification of the libraries. The PCR reactions were purified with AmpureXP beads (0.8x) and eluted in 20  $\mu$ L of EB buffer. A small aliquot (2  $\mu$ L) was analyzed on a Tapestation D5000 screentape. The amplified cDNA fraction was then tagmented with Tn5 loaded with a single

adapter (BL371/BL515) in a reaction set up as follows: 50 ng of pre-amplified cDNA, 0.5  $\mu$ L loaded Tn5 enzyme in 10 mM Tris-HCl pH 7.6, 5 mM MgCl<sub>2</sub>, 10% Dimethyl Formamide, 0.33x PBS, 0.1% Tween-20, 0.01% Digitonin in 50  $\mu$ L final. The tagmentation reaction was incubated at 37°C for 30 minutes, and inactivated adding 50  $\mu$ L of 80 mM EDTA and 2.5  $\mu$ L of 2% SDS solution for 15 minutes at room temperature. The reactions were purified with AmpureXP beads (0.8x) and eluted in 20  $\mu$ L of EB buffer. A small aliquot (2  $\mu$ L) was analyzed on a Tapestation. The purified reaction was amplified to generate ATAC libraries as follows: 18  $\mu$ L of Tn5-cDNA, 2.5  $\mu$ L of 10  $\mu$ M P5 primer (BL727), 2.5  $\mu$ L of 10  $\mu$ M indexed P7 primer (Ad2.X) in nuclease free water. The cycling protocol was 72°C for 5 minutes (gap-fill), then 98°C for 1 minutes and 5 cycles of 98°C for 10 seconds, 68°C for 20 seconds, 72°C for 45 seconds, with a final extension at 72°C for 5 minutes. The PCR reactions were purified with AmpureXP beads (0.8x) and eluted in 20  $\mu$ L of EB buffer. The libraries were analyzed on a Tapestation (D5000 screentape) and quantified with KAPA library quantification kit prior to pooling. Sequencing was performed on a Novaseq (Illumina) instrument.

### BALI barcode demultiplexing

For all sequencing experiments including BALI barcodes (regardless of length), the fastq files produced by high-throughput sequencing were processed through the following pipeline using custom bash shell scripts: 1) UMI extraction and annotation using the *umitools* package (v0.5.5) with the command *umi\_tools extract--bc-pattern=NNNNNN*, 2) extraction of reads including each first (spatial) BALI barcode from both paired fastq files using the *cutadapt* package (v4.1) (options *-g ^[barcode], -e 1, --pair-filter=both, --match-read-wildcards*), 3) Extraction of successive BALI barcodes from the output of step 2, using the same command and options, 4) Extraction of the final adapter placed before the sequencing library itself (RT oligo for RNAseq, tn5 mosaic end for ATAC-seq) using the same command as above. The strategy was performed iteratively to produce a pair of read1/read2 fastq files for each complete BALI barcode, as well as to produce fastq files for “partial” barcodes caused by incomplete ligations (i.e. in cases in which position 1 of a barcode ligated to the overhang-compatible position 4 rather than to position 2).

Further analysis was performed on all reads featuring full barcodes, as well as on those featuring a complete barcode fragment including position 4 (the spatially defined one) as well as position 3, plus the end adapter (RT or mosaic end). These reads corresponded to molecules that could be reliably assigned to a specific region.

### BALI RNA sequencing analysis

The read 1 fastq file from each spatial region was mapped on the mm10 reference genome (source: Illumina igenomes) using the STAR package (v 2.7.9a) with the following options: *--outReadsUnmapped Fastx --outSAMtype BAM Unsorted--quantmode GeneCounts*. The resulting BAM files were then sorted and indexed using the *samtools* package (v1.9) commands. To produce UMI counts for each gene (as opposed to the raw counts produced by STAR), each BAM file was run through the *featureCounts* command from the *Subread* package (v2.0.3) with default options against the same mm10 genome annotation described above. The resulting annotated BAM file was sorted again using *samtools sort*. UMIs counts per gene were calculated using the *umi\_tools count* command (from the *umitools* package v0.5.5) with options *--per-gene--gene-tag=XT--assigned-status-tag=XS*, and UMIs were deduplicated using the *umi\_tools group* command (to produce an overall quantification of all UMIs in each region) and *umi\_tools dedup* command (to produce a deduplicated BAM file). 

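Reads of a gene with the same 6-base UMI count as 1 molecule wherever they map in the gene, so molecules that share a UMI by chance are lost. With 4096 possible UMIs the loss grows with the count. Malat1, the gene with most UMIs, had 438 in the DG library of section 1, 2.43% of the library, and 2.56% after correction for random collisions.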

The deduplicated BAM files were sorted and indexed a third time, and genome coverage was calculated using the *bamCoverage* command from the *deeptools* package (v3.5.1) with the following options *--normalizeUsing RPKM--binSize 1*.

For the RNA only experiment on e16.5 mouse embryos, differential expression was performed by merging the UMI count matrices produced by the procedure described above. Each count was normalized by dividing it by the total number of gene-assigned UMIs in the library and multiplying

it by 1,000,000, then fold change and log10 change ratios between the SVZ and the cortical areas were calculated using excel. For the multi-omic experiment on adult mouse hippocampus, the UMI count matrices from each area and replicate were merged and normalized as above, and the fold and log10 change ratios calculated using the average expression across replicates.

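Dividing each deposited count by its column total and multiplying by 1000000 gave the deposited CPM to within 3.36e-06 CPM, and the log10 ratios in the authors' deposited table differed from those recomputed from the mean CPM by at most 5.00e-10. The counts entering the CPM carry the added 1, in both the gene and the total, and the paper's text does not name this step. A straight line fitted to the counts of each library against the deepest library had an intercept between 0.893 and 1.08 in the 5 other libraries. All 5 lay within the range simulated with 1 added to every count, and 4 of 5 lay above the highest value simulated with only the zeros replaced by 1 (100 simulations). A gene without a UMI therefore has a deposited CPM of 39.2 in the DG library of section 1 and of 96.6 in the CA1 library of section 2, and a gene without a UMI in any library would have a log10 ratio of -0.0855, because the DG libraries were deeper.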

### **Laser capture microdissection data analysis**

Raw paired-end sequencing files from each LCM-dissected area were first filtered using the cutadapt package (v4.1) to remove the Illumina sequencing adapters from both the 5' and 3' of each sequencing read. The filtered read 1 was then mapped on the mm10 was mapped on the mm10 reference genome (source: Illumina igenomes) using the STAR package (v 2.7.9a) with the following options: `--outReadsUnmapped Fastx --outSAMtype BAM Unsorted --quantmode GeneCounts`. The resulting BAM files were then sorted and indexed using the samtools package (v1.9) commands. Genome coverage was calculated using the *bamCoverage* command from the *deeptools* package (v3.5.1) with the following options `--normalizeUsing RPKM --binSize 1`. Differential expression was performed by merging the count matrices produced by the procedure described above. Each count was normalized by dividing it by the total number of gene-assigned reads in the library and multiplying it by 1,000,000 then fold change and log10 change ratios between the SVZ and the cortical areas were calculated using excel.

### **Re-analysis of existing literature data for 10X Visium**

The raw data from Vanrobaeys *et al.* was obtained from GEO accession GSE223066. The spaceranger output matrices for samples *Visium-HC5* to *Visium-HC9* (corresponding to “home cage” control conditions) were downloaded and processed using the *scanpy* package (v1.9.8) under python. First basic statistics, including percent of reads mapping to mitochondrial genes and total UMIs, were calculated for each spot. Second, spots with <5000 or >35000 UMIs, or with more than 20% Mt reads, were excluded. A custom script (using the *holoviews* and *bokeh* packages) was then used to define, on the high-resolution H&E image associated with each Visium dataset, areas matching the two regions profiled by the BALI multi-omic experiment. The UMI counts from all the spots included in each of the areas were then summed (pseudobulking), and the resulting count matrices for each replicate dataset (HC5 to HC9) were merged together as a single dataset.

Differential expression was performed as follows: first each count value was normalized by dividing it by the total number of UMIs in that sample/area and multiplying it by 1,000,000 then fold change and log10 change ratios between the DG and CA1 areas were calculated on the average of the UMIs across all replicates for each areas. The fold and log ratios obtained using this method were compared to those obtained by performing normalization and differential expression testing using the R *DeSeq2* package, and showed similar results

### **Gene enrichment visualization plots**

Gene enrichments were visualized using a custom python script using the following modules: *numpy*, *holoviews*, *bokeh*. The script comprised the following steps: 1) an histological image corresponding to the anatomical areas being measured was used to define two representative polygons corresponding to the profiled areas, 2) the log10 change value for a gene to be visualized was divided by a user-defined value set as maximum color intensity, 3) the resulting value was used to set the color intensity for the polygon in which the gene was upregulated, 4) the two color-graded polygons were drawn overlaid to the anatomical regions of interest. The minimum and maximum scaling values used were -1 and +1 log10 units for LCM data and BALI data on e16.5 embryos, and -0.5 and +0.5 log10 units for multi-omic BALI data and the matching Visium data from Vanrobaeys *et al.*

## ATAC-Seq sequencing analysis

Both read 1 and read 2 files from each spatial region were mapped to the mm10 reference genome (source: Illumina igenomes) using the *bowtie2* package (v2.5.1) using the following options: `--local --very-sensitive-local --soft-clipped-unmapped-tlen --dovetail --no-mixed -q --no-discordant --phred33 -I 10 -X 1000`. The resulting SAM files were converted to BAM, sorted and indexed using the *samtools* package (v1.9). Genome coverage was calculated using the *bamCoverage* command from the *deeptools* package (v3.5.1) with the following options `-normalizeUsing None --binSize 3 -scaleFactor [scale_factor]`. The scale factor was calculated as  $1 / \text{total mapped reads}$  for each library. Peaks were identified using the *macs2* package (v2.2.9.1) using the following options `-f BAMPE --nomodel --keep-dup=all`.

## DNA motif enrichment

DNA motif enrichment was performed using the HOMER tool (v5.1) with the *findMotifsGenome* command, using the *mm10* genome release as reference and the DNA binding factors in the *all.motifs* file included in the default installation as motif database. The following options were used: `-size 200 -S 20 -len 8,10` (de novo motif finding limited to 8 and 10 nt motifs). The analysis was performed on the peak summits generated from the *macs2* command above, using a 200nt region surrounding the summits as substrate. For the multi-omic experiment, the HOMER analysis was performed separately on the peak results obtained from the dentate gyrus-specific and CA1-specific reads (after barcode demultiplexing). Motifs that were enriched on just one of the libraries were marked as region-specific, and motifs that were enriched in both were marked as common.

## Re-analysis of existing literature data for integrated scRNAseq/scATACseq

Vanrobaeys *et al.*<sup>47</sup> includes matched single-cell RNA-seq (produced using the split-seq protocol from Parse Biosciences) and single-cell ATAC-seq (produced using the 10X ATAC-seq protocol) for the hippocampus of control mice (home cage condition). We used this data to identify cellular populations corresponding to the dentate gyrus granule cells and CA1 pyramidal cells, and match their genome coverage profile to the one obtained by BALI in the corresponding areas.

All analysis was performed in R using packages *AnnotationHub* (v3.6.0), *Seurat* (v5.0.1) and *Signac* (v1.12.9004). Annotation data was extracted from the EnsemblDB Mus Musculus annotation v98 (corresponding to the annotation used by the cellranger-ATAC reference genome used in the paper).

How the deposited data were processed for this re-analysis (not part of the article)

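BALI-Multiome RNA libraries from the DG and the CA1 of 3 adult mouse brain sections were examined, 6 libraries in all. The chromatin accessibility libraries of the same sections were not analysed here.

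The authors made the counts by extracting UMIs with umi_tools, splitting reads by full or partial barcode with cutadapt, mapping read 1 to mm10 with STAR, assigning reads to genes with featureCounts under default options and counting UMIs per gene with umi_tools. The deposited counts are UMIs with 1 added to every gene in every library. A line of column totals, which equals the sum of all genes, was left out. The deposited CPM values were made by the authors from these counts and their totals, and the deposited fold ratios and log10 ratios from the mean CPM of the 3 libraries of each region. Columns of the table were matched to libraries by the replicate and barcode number in the sample labels.

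The log10 ratios and CPM of the Fig. 4C genes were computed from the deposited counts, after the paper's method. Tests of all genes used the UMIs, that is, the deposited count minus 1. The design called for raw UMI counts, and the addition was found only when the values were examined, so the same tests on the counts as deposited were added as an alternative. DG was compared with CA1 by edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with TMM normalization, filterByExpr by region (minimum count 10) and library sizes of all gene-assigned UMIs, with Benjamini-Hochberg adjustment and a threshold of 0.05. DESeq2 1.42.0 was an alternative. The filter left 43 genes, which held between 16.4% and 22.3% of the UMIs of a library. Gene lists were tested by camera with a preset correlation of 0.01 and by fry where at least 2 members were tested. Single genes were compared by exact permutation tests on log2(CPM + 1) of the deposited counts, with the same test on the UMIs beside them, and by Fisher's exact test on summed UMIs, both two-sided, with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 under Python 3.11.15. Gene positions came from the RefSeq annotation of GRCm38.p6, the assembly mm10 is built on, in which 7188 of the 7507 symbols were found.

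Both libraries of a section are sets of reads split by barcode from the same preparation, so the section number pairs them. The deviations of the 2 libraries of a section from the means of their regions correlated across genes at 0.545, 0.312 and 0.00734 in sections 1, 2 and 3. The fit without the pairing was the chosen one, since the paper averages replicates within a region.

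The edgeR step was tested on simulated data for the comparison of DG with CA1 (30 simulations over 7507 genes at the depths of these libraries, 200 genes changed in each). Of the changed genes that passed the filter, 47.9% were called at a 2-fold change, 99.7% at a 4-fold change and 100% at an 8-fold change, and 3 genes were called in the simulations without a change.

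The genes named were the 6 genes of Fig. 4C, C1ql2 and Prox1, the 3 genes with the smallest unadjusted p in each direction (as none passed the threshold), and the 5 genes with the largest share of UMIs. C1ql2 and Prox1 are outside the 7507 genes listed. In total 17 gene lists were fixed from general knowledge of the tissue and from Fig. S9. The design, the lists and all alternatives except those described as chosen after seeing the data were set before the data were examined. The alternatives were other size factors, other filters on low counts, DESeq2, section as a block, thinning to 2844 UMIs (20 draws), other ways of averaging for the log10 ratio, and leaving out each section and each library in turn. For the log10 ratios, the pseudocount and TMM scaling were varied as well.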

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

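The tests of UMI collisions, of depth within a section and of the ribosomal protein share were chosen only after the result was seen. The 5 lists below are of genes that the paper does not discuss, and each had more than 3 UMIs in every library. Groups of 3 libraries were not examined for libraries that stand apart.

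The nuclear long noncoding RNA list (11 genes, Malat1 and Meg3 among them) took a mean of 6.68% of UMIs over the 6 libraries, 5.88% ± 1.35 in the DG and 7.49% ± 1.47 in the CA1 (SD, n = 3). It was lower in the DG than in the CA1 of the same section in 3 of 3 sections, by a mean log2 ratio of -0.36 (SD 0.14), although the exact permutation p without the pairing was 0.3 (0.889 after adjustment over the lists). By edgeR the 5 members tested had a median log2 fold change of -0.25 with members on both sides of 0 (camera adjusted p = 0.267, fry adjusted p = 0.495), and the median stayed below 0 in all 19 alternatives. Random collisions of identical UMIs as the whole cause are argued against by the log2 ratio after correction for them, -0.35. The correction covers no other loss of UMIs that grows with the count, and such a loss was not tested. A difference in depth stays open, since the DG library was the deeper one in every section, by at least 1.29 times, and depth and region cannot be told apart in this respect. A difference between the regions in nuclear RNA may also be biological, which was not tested.

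The oligodendrocyte list took a mean of 0.761% of UMIs, the dendritic mRNA list 0.747% and the astrocyte list 0.330%. In the DG the oligodendrocyte list was lower in 3 of 3 sections (mean log2 ratio -0.27, SD 0.15) and the dendritic list in 2 of 3 (-0.28, SD 0.30), while the astrocyte list was higher in 3 of 3 (0.39, SD 0.36). The exact permutation p values were 0.5, 0.2 and 0.2, and 0.889 for each after adjustment over the lists. By edgeR without a filter the medians of the oligodendrocyte and dendritic lists were above 0 (0.47 and 0.33), where the median of all genes was 0.46. It had been reasoned beforehand that, if the CA1 mask takes in neuropil layers and the DG mask mostly the granule cell layer, the glial and dendritic lists would be lower and the nuclear list higher in the DG. The nuclear list went the other way beyond its spread (-0.36) and the astrocyte list as well, which argues against the masks as the whole cause. A part played by the masks, and differences in tissue make-up, stay open.

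The ribosomal protein list (68 genes) took a mean of 2.71% of UMIs. Its share was 3.70% and 4.01% in the DG and CA1 libraries of section 1 and between 1.90% and 2.29% in the 4 libraries of sections 2 and 3. Counting error alone is argued against by Fisher's exact test of section 1 against the others, with p = 9.67e-13 in the DG and 1.39e-12 in the CA1, which compare these libraries only. The libraries of section 1 are the deepest, the shallower of them with 1.49 times the UMIs of the deepest library of the other sections. Within sections 1, 2 and 3 the DG library was deeper by 1.92, 1.61 and 1.29 times. The log2 ratio of the share, DG over CA1, was -0.12, 0.16 and 0.016 there (mean 0.020, SD 0.14). The share thus did not rise with depth within sections beyond the spread. Depth and region coincide in this comparison, and depth and section coincide between sections. These values therefore cannot decide on depth, which stays open as a cause. A difference between sections in tissue quality, animal or library preparation stays open and was not tested, since each section is a single preparation.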

How the results depend on the processing

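The fits on counts as deposited, the fit without a filter that also had the replicate block and the ratios with 1 taken off were chosen after seeing the data. The alternative without mitochondrially encoded genes was not run, since 0 such genes are listed.

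The count of genes with an adjusted p under 0.05 between DG and CA1 was 0 by edgeR (3 at an unadjusted p under 0.05) and 0 in 17 of 18 alternatives, among them DESeq2 (0 unadjusted), the replicate block and the counts as deposited. Without a filter and with the replicate block 1 gene was called, Prkce, higher in the DG (37, 8 and 6 UMIs against 5, 0 and 1; log2 fold change 2.45, adjusted p = 0.0202, named because of its value). Its adjusted p was 0.663 without the block. With scaling to total UMIs the same blocked fit called 0 genes. The cause was not tested. The replicate block changed no other call. Among all 10 splits of the 6 libraries into 3 and 3, the real one included, 10 gave as many genes as the real split, which is certain in advance where the real split gives 0, so the splits decide nothing on chance. One of them, DG replicate 1 with CA1 replicates 1 and 3 against the rest, gave 1 gene and 7 at an unadjusted p under 0.05. Of the 4 splits that part all 3 section pairs, the other 3 gave 0 genes at an adjusted and at an unadjusted p under 0.05. For the 10 named genes tested, 176 of 176 log2 fold changes kept their sign and 0 passed the threshold. Scaling to total UMIs in place of TMM moved the log2 fold change per gene by a median of -0.12, and leaving out the filter by 0.10. The median over all genes tested was -0.022 in the main fit (43 genes) and 0.46 without a filter (7507 genes).

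All 6 Fig. 4C genes kept their direction in the 15 alternatives run for each of them, as did Neurod2 and Camk2b with 1 taken off every count, which was run for these only. For Wfs1 and Neurod6 the sign was set by the added counts alone without replicate 1 and without CA1 replicate 1, where no UMI of either is left, and with the median CPM, where the median library of each region has 0 UMIs of either. The ratio of Camk2b moved by more than its spread between sections on thinning (0.0751), with 1 taken off every count (0.103), and without DG replicate 1. Its range was 0.130 to 0.227 over the libraries and sections left out. The spread of Camk2b comes from few sections and is itself uncertain, so these moves are not judged by it. For Wfs1 and Neurod6 the range was -0.365 to -0.0581, the upper end without replicate 1, whose CA1 library held all their UMIs. The ratio of Neurod2 ranged from 0.0906 (without replicate 1) to 0.259, of Synpr from 0.108 (without replicate 1) to 0.433, and of Mpped1 from -0.379 to -0.125 (without replicate 3).

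The median log2 fold change of the oligodendrocyte list reversed from -0.18 to 0.47 without a filter (0.47 with the replicate block as well), where the median of all genes was 0.46, and to 0.19 without CA1 replicate 1 (range -0.53 to 0.19 over those left out). The nuclear list was past the threshold by camera without DG replicate 3 (-0.41, adjusted p = 0.0127) and without CA1 replicate 1 (-0.39, adjusted p = 0.00112), with a range of -0.43 to -0.12 and adjusted p from 0.00112 to 0.683 over its alternatives. The cause was not tested. The mean correlation of libraries of a region was 0.837 over genes with at least 10 UMIs in 3 libraries and 0.414 after thinning, against 0.472.

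Depth limits these results to abundant genes, since 43 of 7507 genes passed the filter.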

Other observations

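The tests of the added count and of the 3 CA1 genes were chosen only after the result was seen.

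Whether depth makes the ratios of Fig. 4C was examined by thinning all libraries to the same total. All 6 ratios moved toward 0, that of Camk2b by the least, 0.116 on the log10 scale, and those of Neurod2, Synpr, Wfs1, Neurod6 and Mpped1 by 0.130, 0.152, 0.212, 0.199 and 0.157, to 0.0426, 0.139, -0.0500, -0.0625 and -0.135. Only for Camk2b was this more than the spread between sections, which is wider for the other 5 genes. The spread of Camk2b comes from 3 sections and is itself uncertain. With 1 taken off every count and no thinning, the ratios of Camk2b and Neurod2 were 0.103 and 0.0982. For Camk2b the fall was 0.0888, against a spread between sections of 0.0378. Both ratios rest on the same UMIs, so a part of the deposited ratio comes from the added count acting on unequal depth. The thinned counts carry the added 1 as well, at a larger share of the total in the deeper libraries, which by itself pulls ratios toward 0. The move toward 0 therefore cannot show how much of a ratio came from depth. What is left of a ratio after thinning does not come from unequal totals, but rests on still fewer UMIs, so no conclusion on region is drawn from it. A gene without a UMI has a log10 ratio of -0.0855, and no CA1 gene lay below this by more than its spread between sections. The added count and the difference in depth therefore stay open for those genes. For the 3 CA1 genes summed, Fisher's exact test on the summed UMIs gave p = 0.00527, which cannot decide on counting error, as the genes were chosen by the paper.

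For the fixed lists of region markers, the DG granule neuron list had 19 UMIs in the DG and 5 in the CA1 and was higher in the DG in 3 of 3 sections (exact permutation p = 0.4). The CA1 pyramidal neuron list had 26 and 29 UMIs and was lower in the DG in 2 of 3 sections (exact permutation p = 0.5). By edgeR without a filter the medians of the log2 fold changes were 1.50 and -1.00, where the median of all genes was 0.46 (camera adjusted p = 0.683 for each list; 0.581 and 0.469 with the replicate block as well, chosen after seeing the data). Both lie on the side of their region, but fitted values at such low counts depend on the prior count. None of their members passed the filter, so a capture of the principal neurons of each region can be neither shown nor excluded at this depth. The factors with motifs exclusive to the DG in Fig. S9 had 58 UMIs in the DG and 32 in the CA1 (exact permutation p = 1). The factors with motifs exclusive to the CA1 had 22 and 6 (exact permutation p = 0.3). Mean shares in the DG and the CA1 were 0.190% and 0.188% for the DG factors, and 0.0877% and 0.0247% for the CA1 factors. By edgeR without a filter the medians were 0.83 and 1.48, both above that of all genes (camera adjusted p = 0.683 for each list). The CA1 factors thus lay on the side of the DG. Whether the mRNA of a factor follows its motif cannot be told from such low counts.

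Olfactory and vomeronasal receptor genes, taken as a gauge of reads not from expressed mRNA, took 3 of 45935 UMIs, all in the DG, a mean of 0.00722% per library. This argues against a large background of reads spread over such genes. It cannot decide on carry-over from accessible chromatin, which was tagmented in the same sections and need not include these genes. The microglia, interneuron, vascular, choroid plexus, adult neurogenesis and immediate early lists had 4, 22, 8, 12, 30 and 13 UMIs in all, too few to compare, and the mitochondrially encoded list had 0 genes listed.

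By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the genes with the smallest unadjusted p, not past the threshold, were Grin2b (log2 fold change 0.54, standard error 0.23), Gria2 (0.56, standard error 0.27) and Pcsk2 (0.59, standard error 0.38) higher in the DG, and Fth1 (-0.52, standard error 0.24), Prkcb (-0.55, standard error 0.30) and Kcnq1ot1 (-0.61, standard error 0.36) higher in the CA1, each in 3 of 3 sections and with an adjusted p of 0.650. All of these values leaned on single sections or libraries. Nearest to 0, they were 0.29 for Grin2b (without replicate 2), 0.19 for Gria2 (without replicate 3), 0.25 for Pcsk2 (without CA1 replicate 1), -0.024 for Fth1 (without CA1 replicate 1), -0.12 for Prkcb (without replicate 1) and -0.38 for Kcnq1ot1 (without DG replicate 1). Farthest from 0, they were 0.68 for Grin2b and 1.11 for Gria2 (both without replicate 1), 0.83 for Pcsk2 (without CA1 replicate 3), -0.79 for Fth1 (without DG replicate 1), -0.80 for Prkcb (without replicate 2) and -0.96 for Kcnq1ot1 (without CA1 replicate 1). Malat1, Meg3 and Rn45s had log2 fold changes of -0.21, -0.33 and -0.29, with ranges of -0.37 (without DG replicate 3) to -0.090 (without DG replicate 1), -0.50 (without replicate 3) to -0.10 (without replicate 1) and -0.47 (without replicate 2) to -0.13 (without replicate 1).

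A section term in the blocked edgeR fit was past the threshold for 0 of 43 genes (8 at an unadjusted p under 0.05). Without a filter it was past the threshold for 14 genes with TMM, 5 of them in the ribosomal protein list, and for 0 with scaling to total UMIs, so this count depends on the scaling.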
